# Imbalanced Activation of Wnt-/β-Catenin-Signaling in Liver Endothelium Alters Normal Sinusoidal Differentiation

**DOI:** 10.3389/fphys.2021.722394

**Published:** 2021-09-29

**Authors:** Philipp-Sebastian Koch, Kajetan Sandorski, Joschka Heil, Christian D. Schmid, Sina W. Kürschner, Johannes Hoffmann, Manuel Winkler, Theresa Staniczek, Carolina de la Torre, Carsten Sticht, Kai Schledzewski, Makoto Mark Taketo, Felix A. Trogisch, Joerg Heineke, Cyrill Géraud, Sergij Goerdt, Victor Olsavszky

**Keywords:** mice, liver, liver sinusoidal endothelial cells, endothelial cells, triglycerides

## Abstract

Endothelial wingless-related integration site (Wnt)-/β-catenin signaling is a key regulator of the tightly sealed blood–brain barrier. In the hepatic vascular niche angiokine-mediated Wnt signaling was recently identified as an important regulator of hepatocyte function, including the determination of final adult liver size, liver regeneration, and metabolic liver zonation. Within the hepatic vasculature, the liver sinusoidal endothelial cells (LSECs) are morphologically unique and functionally specialized microvascular endothelial cells (ECs). Pathological changes of LSECs are involved in chronic liver diseases, hepatocarcinogenesis, and liver metastasis. To comprehensively analyze the effects of endothelial Wnt-/β-catenin signaling in the liver, we used endothelial subtype-specific *Clec4g-iCre* mice to generate hepatic ECs with overexpression of Ctnnb1. In the resultant *Clec4g-iCre*^*tg*/*wt*^*;Ctnnb1(Ex3)*^*fl*/*wt*^ (*Ctnnb1*^*OE*−*EC*^) mice, activation of endothelial Wnt-/β-catenin signaling resulted in sinusoidal transdifferentiation with disturbed endothelial zonation, that is, loss of midzonal LSEC marker lymphatic vessel endothelial hyaluronic acid receptor 1 (Lyve1) and enrichment of continuous EC genes, such as cluster of differentiation *(CD)34* and *Apln*. Notably, gene set enrichment analysis revealed overrepresentation of brain endothelial transcripts. Activation of endothelial Wnt-/β-catenin signaling did not induce liver fibrosis or alter metabolic liver zonation, but *Ctnnb1*^*OE*−*EC*^ mice exhibited significantly increased plasma triglyceride concentrations, while liver lipid content was slightly reduced. Ctnnb1 overexpression in arterial ECs of the heart has been reported previously to cause cardiomyopathy. As *Clec4g-iCre* is active in a subset of cardiac ECs, it was not unexpected that *Ctnnb1*^*OE*−*EC*^ mice showed reduced overall survival and cardiac dysfunction. Altogether, balanced endothelial Wnt-/β-catenin signaling in the liver is required for normal LSEC differentiation and for maintenance of normal plasma triglyceride levels.

## Introduction

Liver sinusoidal endothelial cells (LSECs) lining the hepatic sinusoids are a prime example for organ-specific endothelial differentiation. They belong to the group of discontinuous ECs characterized by an incomplete basement membrane and the presence of large fenestrations without diaphragm. LSECs exhibit unique molecular, phenotypic, and functional features and are known to instruct the hepatic vascular niche by cellular interactions and the secretion of paracrine-acting factors called angiokines (Nolan et al., 2013; Augustin and Koh, 2017). For example, LSECs were identified to control liver regeneration by angiocrine wingless-related integration site 2 (Wnt2) and hepatocyte growth factor (Hgf) signaling (Ding et al., 2010; Cao et al., 2017; Zhang et al., 2020). Other highly specialized functions include immunological processes, such as tolerance and defense mechanisms and the clearance of noxious factors from the circulation by a repertoire of scavenger receptors (Schledzewski et al., 2011; Wittlich et al., 2017; Shetty et al., 2018). Interestingly, pathological changes of these highly specialized ECs were shown to contribute to severe liver diseases ranging from steatohepatitis to liver cirrhosis and from hepatocarcinogenesis to liver metastasis (Kostallari and Shah, 2016). During disease processes, LSECs are known to transdifferentiate toward a capillary phenotype revealing a loss of fenestrations and formation of a basement membrane, which is termed “sinusoidal capillarization,” thereby aggravating disease progression (Schaffner and Popper, 1963; Lalor et al., 2006). However, the molecular and signaling mechanisms driving sinusoidal capillarization still await detailed analysis.

Notably, recent work by our group could identify the transcription factor GATA-binding factor 4 (GATA4) as a molecular master regulator for LSEC differentiation during liver development and in liver homeostasis. LSEC-restricted deletion of *Gata4* was shown to cause transformation of discontinuous liver sinusoids into continuous capillaries. This sinusoidal transformation in the fetal liver inhibited homing of hematopoietic stem and progenitor cells into the fetal liver resulting in fatal anemia (Geraud et al., 2017), while *Gata4* deletion in the mature vasculature caused hepatopathy and perisinusoidal liver fibrosis (Winkler et al., 2021). A special form of liver sinusoidal capillarization was also demonstrated when endothelial Notch signaling was enhanced resulting in a partial loss of LSEC-specific markers and increased the expression of continuous endothelial cell (CEC) markers; however, lacking the formation of a solid basement membrane or liver fibrogenesis (Wohlfeil et al., 2019).

Another highly conserved transduction pathway known to be involved in several important biological processes, such as liver development, vascular and hepatic differentiation, and tissue homeostasis is the Wnt-/β-catenin signaling pathway (Decaens et al., 2008; Daneman et al., 2009; Wild et al., 2020). In the liver vasculature, Wnt2 was identified as an LSEC-associated molecule with autocrine growth effects (Klein et al., 2008; Geraud et al., 2010), and also as an angiocrine regulator of liver regeneration (Ding et al., 2010). In the meantime, angiocrine Wnt signaling in the liver has become even more important. Hepatic endothelial cells (ECs) not only express Wnt2, they also express Wnt9b, Wnt ligand secretion mediator (Wls), and Wnt potentiator R-Spondin 3 (Geraud et al., 2010; Rocha et al., 2015). These factors are indispensable for the formation of a Wnt-dependent pericentral hepatocyte subpopulation. Loss of this Wnt-signaling machinery results in decreased liver size, perturbations of liver zonation, metabolic maturation, and impaired liver regeneration capacity (Rocha et al., 2015; Wang et al., 2015; Planas-Paz et al., 2016; Leibing et al., 2018; Preziosi et al., 2018).

Considering EC morphogenesis and specification, Wnt signaling emerged as a major contributor in the past decades (Choi et al., 2012). ECs not only express intracellular Wnt molecules and their corresponding Frizzled receptors, but also β-catenin-dependent transcription factors (Masckauchan et al., 2005; Deb, 2014). Hereby, it was shown that β-catenin induces arterialization and loss of venous fate of the embryonic vasculature during development (Duarte et al., 2004; Corada et al., 2010). Moreover, in vascular beds of the central nervous system Wnt-signaling is a key regulator of the integrity of the highly sealed blood–brain barrier (BBB) by controlling the formation of tight junction (TJ) molecules and solute transporters (Liebner et al., 2008; Zhou et al., 2014; Tran et al., 2016; Profaci et al., 2020). LSECs, on the other hand, do not typically express TJs, since permeability and cell trafficking are facilitated by open fenestrations (Geraud et al., 2012). Constitutive activation of β-catenin in the highly permeable ECs of the circumventricular organs in the brain resulted in the expression of BBB markers and downregulation of non-BBB vasculature markers (Benz et al., 2019; Wang et al., 2019). As our study and other previous studies have shown that Wnt2 is a LSEC-specific growth and differentiation factor required for liver regeneration and that autocrine Wnt/β-catenin signaling cross-stimulates the angiogenetic vascular endothelial growth factor receptor 2 pathway, we hypothesized that unbalanced canonical endothelial Wnt signaling in the liver might also impair LSEC differentiation and LSEC-mediated liver function. To test this hypothesis, we generated a novel mouse line with constitutive β-catenin overactivation in LSECs by crossing *Ctnnb1-Ex3*^*fl*/*wt*^ with EC subtype-specific *Clec4g-iCre*^*tg*/*wt*^ mice (Wohlfeil et al., 2019).

## Materials and Methods

### Animals

To generate endothelial subtype-specific Ctnnb1 gain-of-function (GOF) mice (*Ctnnb1*^*OE*−*EC*^), *Clec4g-iCre*^*tg*/*wt*^ (*Tg(Clec4g-icre*)*1.1Sgoe* (Wohlfeil et al., 2019) were crossed with *Ctnnb1(Ex3)*^*fl*/*wt*^ (*Ctnnb1*^*tm1Mmt*^) (Harada et al., 1999) mice. Specificity of Cre-activity was analyzed in crosses of *Clec4g-iCre*^*tg*/*wt*^ transgenic mice with *R26YFP* (*B6.129X1-Gt(ROSA)26Sortm1(EYFP)Cos/J*) [JAX 006148] (Srinivas et al., 2001) reporter animals. All animals were housed under specific pathogen-free conditions in an animal facility (Heidelberg University). Animal experiments were performed in accordance with Federal Animal Regulations and were institutionally approved by the district government Karlsruhe and performed under institutional guidelines. Mice were sacrificed by cervical dislocation. Liver, heart, kidney, lung, spleen, brain, and intestine weights were measured, and tissue samples were either embedded in the optimum cutting temperature compound (Sakura, Alphen aan den Rijn, The Netherlands) and frozen in liquid nitrogen or fixed in 4% paraformaldehyde at 4°C.

### Isolation of Primary Murine LSECs

Livers, pooled from two mice, were perfused *in situ* via the portal vein with a 0.05% collagenase containing amino acid/saccharide calcium-deprived medium (C2674, Sigma–Aldrich, Taufkirchen, Germany), dissected, mechanically minced, digested at 38°C in a collagenase/Gey's balanced salt solution (G9779, Sigma–Aldrich) and filtered through a 250 μm mesh. Cells were separated by a 35% Nycodenz (1002424, Axis-Shield, Alere Technologies, Oslo, Norway) gradient. Next, LSECs were isolated by magnetic-activated cell sorting using anti-CD146 MicroBeads (ME-9F1, 130-092-007, Miltenyi Biotech, Bergisch Gladbach, Germany) according to the instructions of the manufacturers.

### Quantitative Reverse-Transcription PCR

RNA was extracted from primary ECs using EZNA Total-RNA-Kit I (OMEGA Biotec, Norcross, GA, United States). Complementary DNA (cDNA) was synthesized with RevertAid H-Minus M-MuLV Reverse Transcriptase (ThermoScientific, Waltham, MA, United States). Quantitative PCR was performed on a qTOWER 3 G touch thermal cycler (Analytik Jena) using innuMIX qPCR SyGreen Sensitive (845-AS-1310200, Analytik Jena, Jena, Germany). Normalized expression values were calculated using the Pfaffl method considering amplification efficiency values determined by standard curves (Pfaffl, 2001).

### RNA *in situ* Hybridization

Liver tissue was sectioned at 4 μm. RNA *in situ* hybridization (ISH) was conducted using RNAscope 2.5 HD Red (322350, Advanced Cell Diagnostics, Newark, CA, United States) kits with mouse-specific probes against the positive control mouse *Ppib* (*Cyclophilin B*) gene, *Mus musculus* (Mm)-*Bmp2*-E3-Channel 1 (1545–2347 NM_007553.3), Mm-*Hgf*-Channel 1 (1120–2030 NM_010427.4), Mm-*Wnt2*-Channel 1 (857–2086 NM_023653.5), Mm-*Wnt9b*-Channel 1 (706–1637 NM_011719.4), Mm-*Stab1*-Channel 1 (488-1320 NM_138672.2), and Mm-*Stab2*-Channel 1 (4249–5075 NM_138673.2) according to the protocols of the manufacturer.

### Histology and Immunofluorescence

Tissue samples fixed by 4% paraformaldehyde at room temperature for 48–72 h, were subsequently transferred into phosphate-buffered saline (PBS), dehydrated in a graded alcohol series, and embedded in paraffin. Paraffin-embedded tissues were sectioned in 4 μm. For hematoxylin & eosin (H&E), periodic acid–Schiff (PAS), Oil Red O (ORO), Prussian blue, and Sirius red staining, samples were processed according to the standard protocols provided by the manufacturer. For immunofluorescence (IF), cryosections (7 μm) were air-dried, fixed in 4% paraformaldehyde (PFA) or acetone, rehydrated in PBS (A0964.9050, VWR International, Radnor, PA, United States) and blocked in 5% donkey serum (017-000-121, Dianova, Hamburg, Germany) in PBS for 30 min. Primary antibodies were incubated overnight at 4°C. Sections were washed three times in PBS before incubation with appropriate Alexa Fluor–coupled secondary antibodies for 45 min at room temperature. Paraffin-embedded sections were baked at 60°C overnight, after which they were deparaffinized with xylol and rehydrated using ethanol in decreasing concentrations. Antigen retrieval of tissue sections was carried out with epitope retrieval solution (Zytomed Systems, Berlin, Germany) at either pH 6, 8, or 9. Primary antibody was incubated for 2 h at room temperature or overnight at 4°C. Sections were washed three times in PBS before incubation of appropriate secondary antibodies for 1 h at room temperature. Nuclei were counterstained with 4′,6-diamidin-2-phenylindol (DAPI) (D1306, Thermo Fisher Scientific, Waltham, MA, United States). Finally, sections were thoroughly washed in PBS before mounting with Dako fluorescent mounting medium (Dako, Agilent technologies, Santa Clara, CA, United States). Sections were photographed with ECLIPSE Ci microscope (Nikon, Alzenau, Bavaria, Germany) or ECLIPSE Ni-E microscope (Nikon). Immunofluorescence images were acquired in a sequential mode as a series of *z*-axis images and processed with NIS-Elements AR 5.02 (Nikon Instruments, Tokyo, Japan) and ImageJ 1.52e software (NIH, Bethesda, MD, United States). Using NIS-Elements AR 5.02, images were background corrected (rolling ball 7.5 pixels), deconvoluted, and focused to one plane.

For the quantification of IF images, three representative areas per sample were chosen. For each image, binary masks of the representative channels were created using automated threshold functions (Otsu, MaxEntropy) in ImageJ. The resulting binary masks were quantified for the area, or the number of particles (10-infinite pixels) using ImageJ functions “Measure” and “Analyze Particles.” The “Mean gray value” represents the sum of the gray values of all the pixels within the selected images divided by the number of all pixels. For Ki-67 quantification, only Ki-67 staining was included that overlaid with DAPI-positive nucleus staining to exclude unspecific signal. To this end, we used the “Image Calculator” in ImageJ with “AND” as operator for Ki-67 and DAPI channels. For quantification of RNA ISH or ORO images, three representative areas per sample were chosen. RGB images were split into separate channels corresponding to three determined colors by using the “Color deconvolution” command in ImageJ. The images displaying the region of interest were further processed by setting color thresholds. Finally, the area of particles (>30 pixels) was measured, analyzed, and calculated in percentage (%) of the whole image area.

### Antibodies

Primary antibodies: rat anti-Endomucin (14-5851-82, eBioscience, San Diego, CA, United States), goat anti-Lyve1 (AF2125, R&D Systems, Minneapolis, MN, United States), rat anti-mouse/human GATA-4 (14-9980-82, Thermo Fisher Scientific), rat anti-mouse CD68 (137002, BioLegend, San Diego, CA, United States), rabbit anti-Desmin (ab15200, Abcam, Cambridge, Cambs., UK), rabbit anti-glutamine synthetase (G2781, Sigma–Aldrich, Taufkirchen, Bavaria, Germany), goat anti-arginase I (sc-18351, Santa Cruz Biotechnology, Dallas, TX, United States), rat anti-Ki67 (14-5698-82, eBioscience), polyclonal rabbit anti- green fluorescent protein/yellow fluorescent protein (YFP) (A11122, Molecular Probes, Eugene, OR, United States), rat anti-CD31 (102502, BioLegend), SMA-antibody (ab5694, Abcam), goat anti-CD32b (AF1460, R&D Systems), rabbit anti-Collagen type I (R1038, Acris, Hiddenhausen, North Rhine-Westphalia, Germany), rabbit anti-Collagen type III alpha 1 chain (R1040, Acris), rabbit anti-Collagen IV (GTX19808, Genetex, Irvine, CA, United States), rabbit anti-Cyp2E1 (HPA009128, Sigma–Aldrich), rabbit anti-Claudin 5 (34-1600, Thermo Fisher Scientific), goat anti-Podocalyxin (AF1556, R&D Systems), rabbit anti-Cav1 (N-20, Santa Cruz Biotechnology), rabbit anti- intracellular adhesion molecule 1 (ICAM1) (10020-1-AP, Proteintech, Rosemont, IL, United States), goat anti-mouse vascular endothelial (VE)-cadherin (AF1002, R&D Systems), goat anti- vascular cell adhesion molecule (VCAM)-1/CD106 (AF643, R&D Systems). Secondary antibodies: Alexa-Fluor 488, Alexa-Fluor 647, and cyanine 3-conjugated secondary antibodies were purchased from Dianova (Hamburg, Germany).

### Microarray Processing and Statistical Analysis

Gene expression profiling was performed using arrays MoGene-2_0-st from Affymetrix (Santa Clara, CA, United States). Biotinylated antisense cDNA and arrays hybridization were performed according to the recommendations of the manufacturer using the GeneChip WT Plus Reagent Kit and the GeneChip Hybridization, Wash and Stain Kit (both from Thermo Fisher Scientific). A Custom CDF Version 22 with ENTREZ-based gene definitions was used to annotate the arrays. The raw fluorescence intensity was robust multiarray analysis background corrected and values were normalized applying quantile normalization. Differential gene expression was analyzed with the one-way-ANOVA, using a commercial software package SAS JMP15 Genomics, version10, from SAS (SAS Institute, Cary, NC, United States). A false-positive rate of *a* = 0.05 with FDR correction was taken as the level of significance. To determine whether defined lists (or sets) of genes exhibit a statistically significant bias in their distribution, we performed a gene set enrichment analysis (GSEA). GSEA (Subramanian et al., 2005) was carried out using R 3.6.1. clusterProfiler 3.12.0 (Yu et al., 2012), fgsea 1.10.0 (Korotkevich et al., 2021), the molecular signatures database (MSigDB) v6.2 hallmark gene set collection (Liberzon et al., 2015), and self-defined gene lists were used. Gene lists for LSECs and CECs were used as previously described (Winkler et al., 2021). The gene set for brain ECs was defined using published single-cell RNA seq data (Sabbagh et al., 2018). Inclusion criteria were fold change ≥ 2 for brain *vs*. liver ECs and at least 10 transcripts per million in liver ECs to exclude less-expressed genes. Overrepresentation analysis (ORA) of Gene Ontology terms was performed with the enrichR (Chen et al., 2013) package in R 3.6.1 for all significantly regulated genes. Heatmaps were created with the ComplexHeatmap package (Gu et al., 2016).

The raw and normalized gene expression profiling data have been deposited in the NCBI Gene Expression Omnibus and are accessible through GEO Series accession number GSE175777 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175777).

### Blood Parameters

Serum was analyzed for the following routine parameters: alanine aminotransferase (ALA), aspartate aminotransferase (AST), and glutamate dehydrogenase (GLDH), cholesterol, triglycerides, glucose, and total protein (Roche cobas c 311 analyser, Roche Diagnostics, Basel, Switzerland).

### Hepatic Triglycerides

Snap frozen liver tissue (100 mg) was homogenized in 5% NP-40 solution (74385, Merck) and heated for 5 min in a shaking dry incubator (ThermoMixer C, Eppendorf, Hamburg, Germany) at 80–100°C. After cooling to room temperature, the heating was repeated in order to solubilize all triglycerides. After centrifugation for 2 min at top speed (Centrifuge 5417 R, Eppendorf) the supernatant was diluted 10-fold in distilled water and used to determine the triglyceride content based on the protocol of the Triglyceride Quantification Colorimetric/Fluorometric Kit manufacturer (K622, BioVision, Mountain View, CA, United States).

### Transthoracic Echocardiography

For echocardiography, mice were anesthetized with 0.5–1.0% isoflurane and placed on a heating pad to maintain body temperature. Non-invasive, echocardiographic parameters were recorded with a linear 50 MHz transducer (Vevo 3100 system with MX700 transducer, Visualsonics, Toronto, Canada) in parasternal long-axis B- & M-mode, and measured post-processing, which comprised heart rate, left ventricle (LV) posterior and anterior wall thickness, and LV internal diameter at both end-systole and end-diastole. From that, LV volume, LV ejection fraction, and cardiac output were calculated with the Vevo Workstation 5.5.0 and the integrated cardiac measurement package.

### Statistics

Statistical analysis was performed with SigmaPlot 11 Software (Systat Software GmbH, Germany). For pairwise comparisons, the *t*-test was used when normality was proved. Differences between data sets with *p* < 0.05 were considered statistically significant. Data are presented as means with error bars indicating standard error.

## Results

### Generation and Characterization of Adult β-Catenin-Overactivated HEC Mice

EC subtype-specific *Clec4g-iCre* mice (Wohlfeil et al., 2019) were used to generate mice with Ctnnb1 GOF in LSECs (Figure 1A). *Ctnnb1*^*OE*−*EC*^ (*Clec4g-iCre*^*tg*/*wt*^*;Ctnnb1(Ex3)*^*fl*/*wt*^) mice were viable but were born at a lower Mendelian frequency than expected (Figure 1B) and suffered from a reduced overall survival rate (Figure 1C). While bodyweight was not altered, heart weight as well as heart weight/body weight ratio were significantly increased in *Ctnnb1*^*OE*−*EC*^ mice (Figures 1D,E). As Cre-activity was previously described in ECs of the heart in *Clec4g-iCre* mice (Wohlfeil et al., 2019), a comprehensive analysis of *Clec4g-iCre;R26YFP* reporter mice was performed for this organ. Reporter activity was present in CD31^+^ ECs of the heart (Supplementary Figure 1A). Specifically, YFP positivity was observed in the endocardium, including endomucin (Emcn)^+^ endocardial trabeculae (Rhee et al., 2018) as well as in CD31^+^ αSMA^+^ coronary veins and arteries (Zhang et al., 2005) (Supplementary Figures 1A,B). In contrast, LYVE1^+^ lymphatic vessels were YFP negative (Supplementary Figure 1B). In *Ctnnb1*^*OE*−*EC*^ mice, echocardiography revealed progressive cardiac dysfunction, which is comparable to the phenotype obtained after β-catenin GOF mutation in arterial ECs of the heart by using *Bmx-CreER*^T2^ transgenic mice (Nakagawa et al., 2016). *Ctnnb1*^*OE*−*EC*^ mice displayed increased end-diastolic left ventricle internal diameters and volumes (Figure 1F; Supplementary Figure 2A) and a reduction in wall thickness of the left ventricle (Supplementary Figures 2B,C). The ejection fraction was significantly reduced starting with 2 weeks of age (Figure 1G), whereas the cardiac output was first reduced starting with 4 weeks of age (Supplementary Figure 2D). A routine histochemical staining of internal organs such as the kidneys, lungs, spleen, brain, and intestine were gross morphologically unremarkable (Supplementary Figure 3).

**Figure 1:**
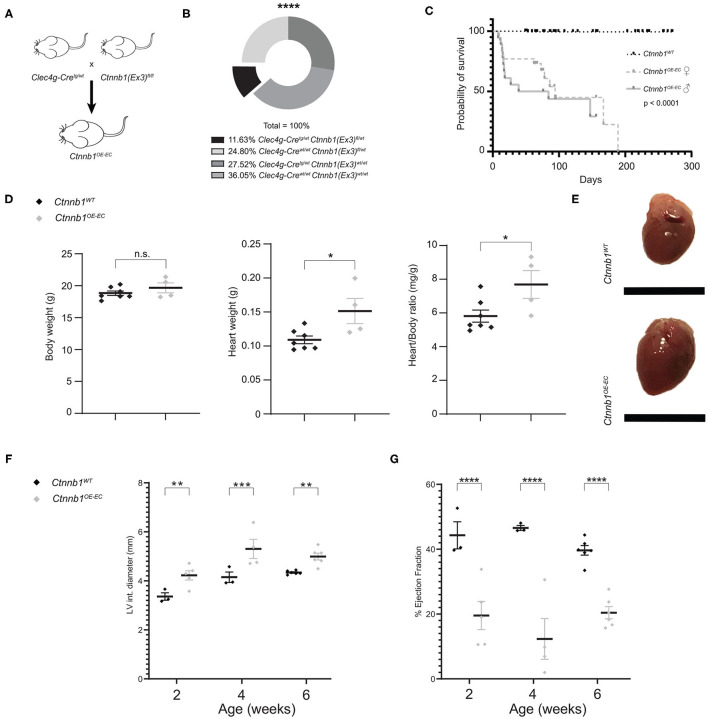
*Ctnnb1*^*OE*−*EC*^ mice have a low survival probability and suffer from cardiac dysfunction **(A)** *Ctnnb1*^*OE*−*EC*^ mice [*Clec4g-iCre*^*tg*/*wt*^;*Ctnnb1(Ex3)*^*fl*/*wt*^] were generated by crossing *Clec4g-iCre*^*tg*/*wt*^ with *Ctnnb1(Ex3)*^*fl*/*fl*^ mice. **(B)** Mendelian frequency of *Clec4g-iCre*^*tg*/*wt*^;*Ctnnb1(Ex3)*^*fl*/*wt*^ mice. ^****^p < 0.0001. **(C)** Kaplan–Meier survival curves for control (*Ctnnb1*^*WT*^) and *Ctnnb1*^*OE*−*EC*^ mice. The probability of survival is shown for *Ctnnb1*^*OE*−*EC*^ female (*n* = 26) vs. *Ctnnb1*^*OE*−*SEC*^ male (*n* = 18) vs. *Ctnnb1*^*WT*^ mice (*n* > 65). **(D)** Body weight, heart weight, heart-to-body weight ratio of 2- to 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (female, *n* ≥ 4). Results are represented as mean ± SEM. ns, not significant; ^*^p < 0.05. **(E)** Macroscopic heart images of 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (female, *n* = 4). Scale bar 1 cm. **(F)** Left ventricle (LV) interior diameter and **(G)** ejection fraction as determined by echocardiography of 2-, 4-, and 6-week-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* ≥ 3). Results are represented as mean ± SEM. ^**^p < 0.01; ^***^p < 0.001; ^****^p < 0.0001.

Endothelial β-catenin overactivation in the liver was confirmed by quantitative reverse-transcription PCR (qRT-PCR), which showed significantly elevated expression of Wnt-/β-catenin downstream target gene axis inhibition protein 2 (*Axin2*) in isolated LSECs from *Ctnnb1*^*OE*−*EC*^ mice (Figure 2A). Liver size, liver weight, and liver/body weight ratio were not significantly altered in *Ctnnb1*^*OE*−*EC*^ mice (Figures 2B,C). Basic liver function tests did not show elevated levels of ALT, AST, and GLDH (Figure 2D). Upon Sirius red staining, no signs of fibrosis were present in the *Ctnnb1*^*OE*−*EC*^ livers (Figure 2E). In line with the absence of collagen deposition upon Sirius red staining, no changes in perisinusoidal collagen I, III, or basement membrane collagen IV deposition were seen (Supplementary Figure 4A). Additionally, no obvious alterations were seen in livers of *Ctnnb1*^*OE*−*EC*^ mice upon H&E histology, PAS, and Prussian blue staining (Supplementary Figure 4B). Likewise, Kupffer cells or hepatic stellate cells (HSC) were not altered in quantity, as analyzed by IF for CD68 or Desmin, respectively (Figure 2F). Co-IF of marker proteins for metabolic liver zonation revealed no changes in zonated expression of Glul/GS and Cyp2E1 in pericentral or Arg1 in periportal and midlobular hepatocytes (Figure 2G; Supplementary Figure 4C). Notably, there was a significant increase in the Ki67-positivity in ECs from *Ctnnb1*^*OE*−*EC*^ livers, while the proliferation of hepatocytes did not show changes (Figure 3A).

**Figure 2:**
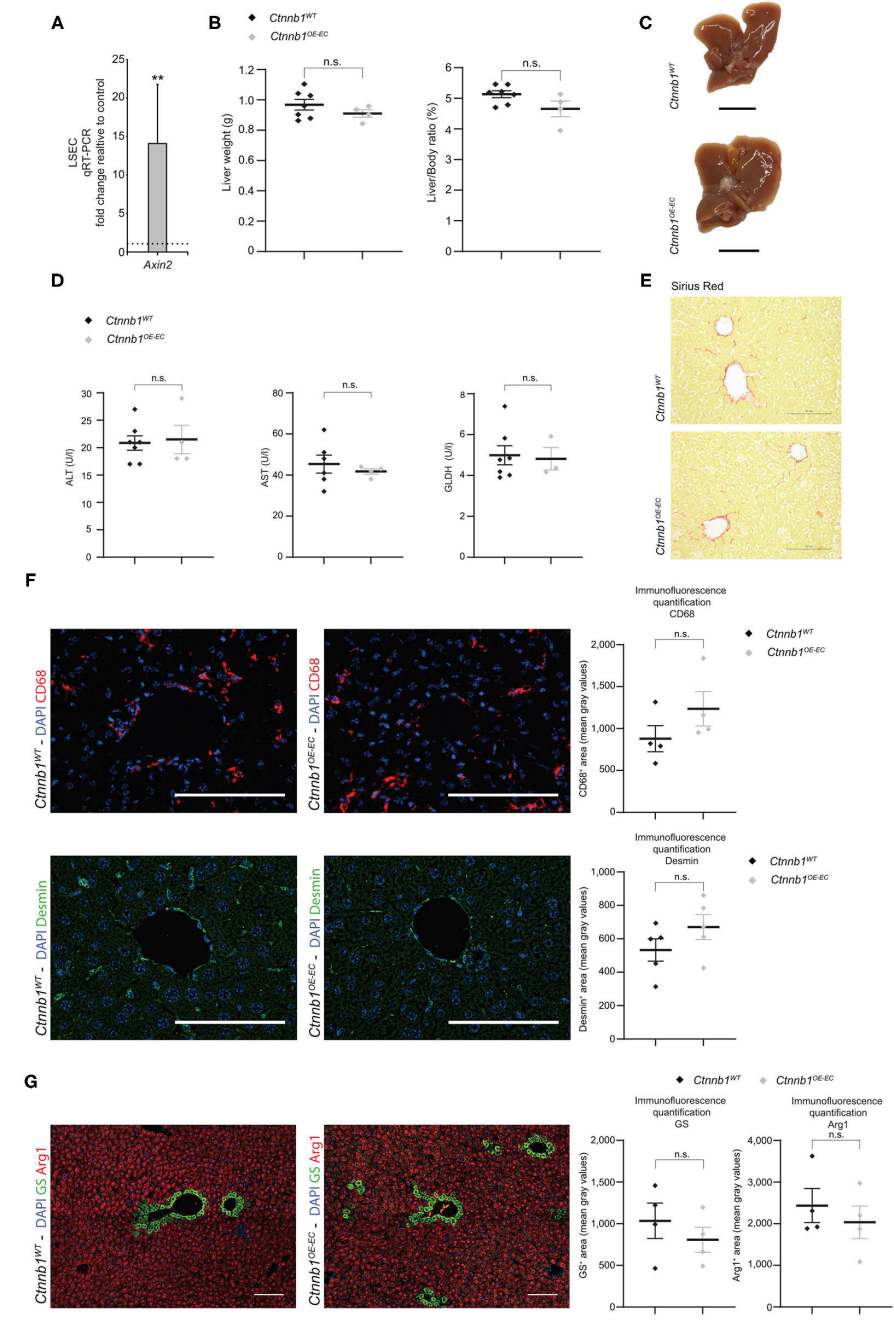
Hepatic endothelial *Ctnnb1* overactivation does not lead to hepatopathy and fibrosis. **(A)** qRT-PCR for axis inhibition protein 2 (*Axin2*) of cDNA from freshly isolated LSECs of 2-months-old *Ctnnb1*^*OE*−*EC*^ mice compared to corresponding *Ctnnb1*^*WT*^ controls (*n* = 3). β-Actin was used as housekeeping gene. ^**^p < 0.01. **(B)** Liver weight, liver-to-body weight ratio of 2- to 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (female, *n* ≥ 4). Results are represented as mean ± SEM. ns, not significant. **(C)** Macroscopic liver images of 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (female, *n* = 4). Scale bar 1 cm. **(D)** Liver enzymes [aspartate aminotransferase (AST), alanine aminotransferase (ALT), and glutamate dehydrogenase (GLDH)] in serum of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* ≥ 3). Results are represented as mean ± SEM. n.s., not significant. **(E)** Sirius red staining of liver sections of 2- to 3-month-old male *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 4). Scale bar 100 μm. **(F)** Immunofluorescence (IF) staining of DAPI, CD68 and Desmin, and CD68 and Desmin quantification in the liver of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* ≥ 4). Scale bar 100 μm. Results are represented as mean ± SEM. ns, not significant. **(G)** IF staining of DAPI, glutamine synthetase (GS) and arginase (Arg1), and GS and Arg1 quantification in the liver of 2- to 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 4). Scale bar 100 μm. Results are represented as mean ± SEM. ns, not significant.

**Figure 3:**
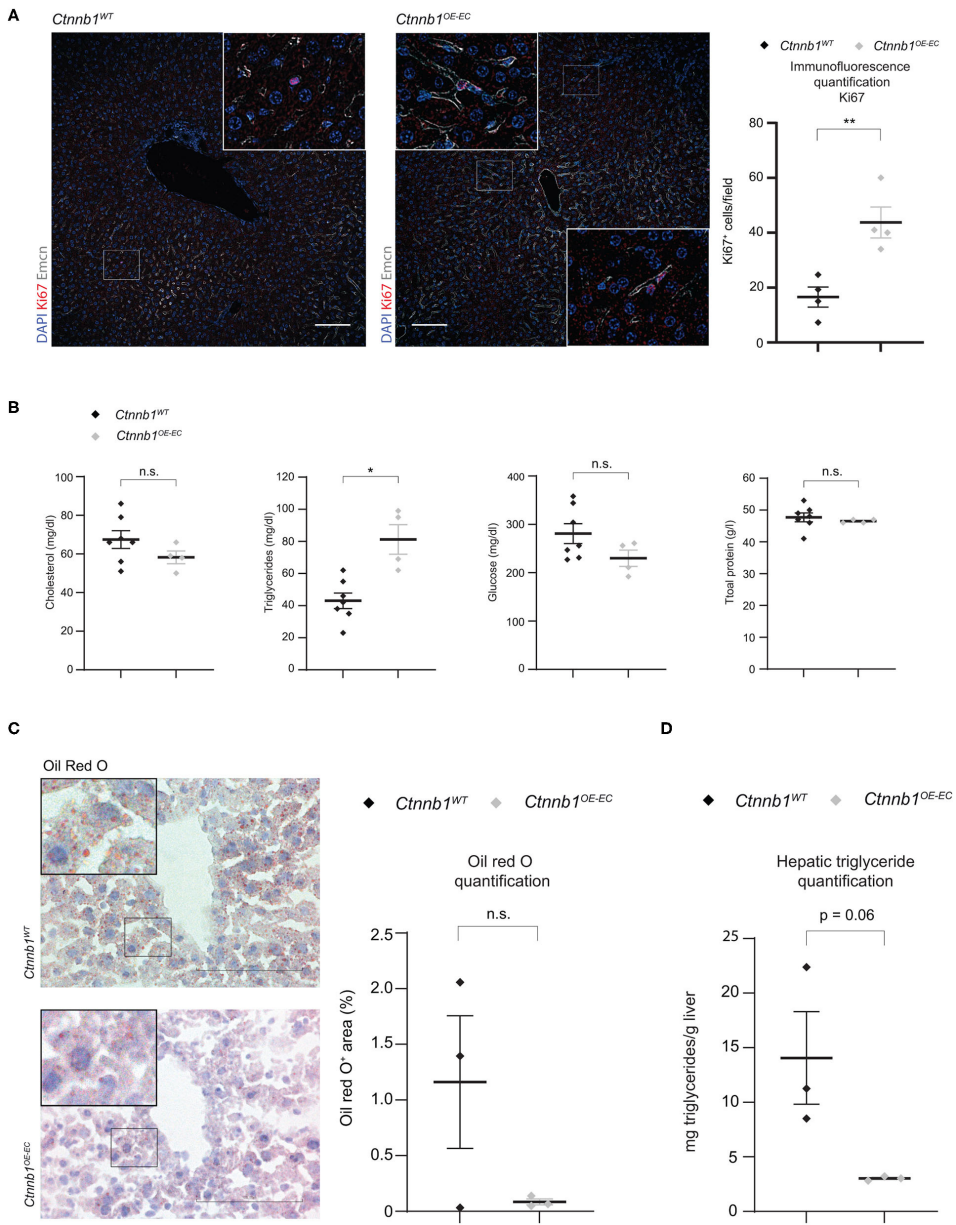
*Ctnnb1*^*OE*−*EC*^ mice display enhanced hepatic endothelial cell proliferation, serum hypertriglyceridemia, and decreased lipid accumulation in the liver. **(A)** IF staining of DAPI, Ki67, and Emcn, and Ki67 quantification in the liver of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 3). Scale bar 100 μm. Results are represented as mean ± SEM. ^**^p < 0.01. **(B)** Serum levels of cholesterol, triglycerides, and glucose in 2- to 3-month-old *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (female, *n* ≥ 5). Results are represented as mean ± SEM. ^**^p < 0.01. **(C)** Oil Red O (ORO) staining and quantification of livers of 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 3). Scale bar 100 μm. Results are represented as mean ± SEM. ns, not significant. **(D)** Hepatic triglyceride concentration of murine liver tissue of 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 3). ^*^p < 0.05.

Recently, we could demonstrate that EC-derived Wnt signaling controls metabolic liver zonation and alters lipid metabolism (Leibing et al., 2018). Although metabolic liver zonation was not affected by β-catenin GOF mutation, we performed a comprehensive metabolic screening including serum parameters such as total protein, cholesterol, triglycerides, and glucose (Figure 3B). Interestingly, *Ctnnb1*^*OE*−*EC*^ mice showed significantly increased serum levels of triglycerides (Figure 3B). Liver tissue of *Ctnnb1*^*OE*−*EC*^ mice showed slightly reduced lipid storage upon Oil Red O staining (Figure 3C) and a tendency of decreased levels of hepatic triglycerides as measured by a colorimetric assay (Figure 3D).

### Hepatic Endothelial β-Catenin GOF Mutation Causes Molecular Transdifferentiation of LSECs

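LSECs were isolated from the livers of 2-month-old female Ctnnb1WT and Ctnnb1OE-EC mice with magnetic beads against CD146, a surface protein of endothelial cells. In Ctnnb1OE-EC mice, the Clec4g-iCre driver, which is active in LSECs, removes an exon of Ctnnb1 and gives a gain of function of β-catenin, the transcriptional effector of canonical Wnt signaling. The paper reports that the driver is also active in endothelial cells of the heart and that these mice have cardiac dysfunction. RNA of the cells was hybridized to 8 Affymetrix mouse gene arrays, 4 for each genotype, and the cells of each sample came from livers pooled from 2 mice, so the replicate error is that between pools. The authors annotated the arrays with a custom chip definition file (version 22) with 1 row per Entrez gene, corrected the background by robust multiarray analysis, applied quantile normalization and deposited the values on the log2 scale. The table held 25428 rows, of which 24705 could be named with 1 gene symbol, 0 with several and 723 with none here. The median log2 value was 4.20 in each of the 8 samples, and the values of a sample correlated with those of another across genes with r from 0.975 to 0.992, where genes are not independent replicates. For Ctnnb1 itself, whose single row does not resolve the removed exon, the mean log2 value was 10.28 ± 0.26 (SD, n = 4) in Ctnnb1WT and 10.63 ± 0.07 (SD, n = 4) in Ctnnb1OE-EC, a log2 fold change of 0.34 (SE 0.13, adjusted p = 0.361 from limma). Clec4g, the gene whose promoter drives the recombinase, had a log2 fold change of -0.15 (SE 0.08, adjusted p = 0.546). Ctnnb1OE-EC replicates 3 and 4 stood apart from the other samples on the first principal component, which held 30.6% of the variance, while Ctnnb1WT replicate 3 and, at the other end, Ctnnb1OE-EC replicate 1 stood apart on the second, which held 22.5%. The genotypes were compared row by row with limma on the deposited log2 values, without further normalization and without a filter on low values, and p-values were adjusted by the Benjamini-Hochberg method over all rows. The number of arrays limits the precision of each value.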

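The largest increase among the genes that passed the test was in Slc35f2, a member of a family of solute carriers, whose mean log2 value was 3.02 ± 0.16 (SD, n = 4) in Ctnnb1WT and 8.16 ± 0.29 (SD, n = 4) in Ctnnb1OE-EC LSECs, a 35.1-fold difference (adjusted p = 1.50e-06 from limma) against a Ctnnb1WT level below the array median of 4.20, where signal and background are not separated, so the fold is uncertain. Susd4, a regulator of complement, rose with a log2 fold change of 3.21 (SE 0.20, adjusted p = 0.000173), and Lypd6, a membrane protein that enhances Wnt signaling, rose by 3.03 (SE 0.16, adjusted p = 9.44e-05). Csf2rb2, a cytokine receptor subunit, Selp, the leukocyte adhesion molecule P-selectin, and Glp1r, an incretin receptor, rose with log2 fold changes of 3.13, 3.07 and 2.82. Ada, the enzyme adenosine deaminase, fell from 8.98 ± 0.38 (SD, n = 4) to 6.28 ± 0.35 (SD, n = 4), a log2 fold change of -2.70 (adjusted p = 0.000968 from limma). Flrt1, a transmembrane protein of cell adhesion, Olfm1, a secreted glycoprotein, and Rnase4, a secreted ribonuclease, had log2 fold changes of -2.32, -1.85 and -1.64, with adjusted p from 0.00443 to 0.00813. Over all 25428 rows, 136 were higher and 98 lower in Ctnnb1OE-EC at an adjusted p under 0.05, 234 in all, and 127 of these changed over 2-fold, 88 of them higher and 39 lower. In each of the 234, every sample of one genotype lay above every sample of the other, which was also so for 1930 rows in total, or 7.59% of all rows, against a share of 2.86% for independent rows and up to 1385 rows in other divisions of the samples into 4 and 4. By the test named in the paper's methods on the same values, 20 rows passed, 14 higher and 6 lower, and 16 of these were among the 234. Of the genes named above, Slc35f2, Susd4 and Lypd6 passed that test. The count was 111, 118, 145 and 92 without Ctnnb1WT replicates 1 to 4, 129 without Ctnnb1OE-EC replicate 1, 98 without Ctnnb1OE-EC replicate 3 and 168, with 60 lower, without Ctnnb1OE-EC replicate 4, while the count over 2-fold was 73 without Ctnnb1WT replicate 4 and 74 without Ctnnb1OE-EC replicate 3. The count of all calls was 61 when Ctnnb1OE-EC replicates 3 and 4 were left out together, a choice made after the values were seen, which also ended the calls of Selp (adjusted p = 0.0754), Glp1r (0.0883), Flrt1 (0.111) and Rnase4 (0.0754).

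**Figure D1:**
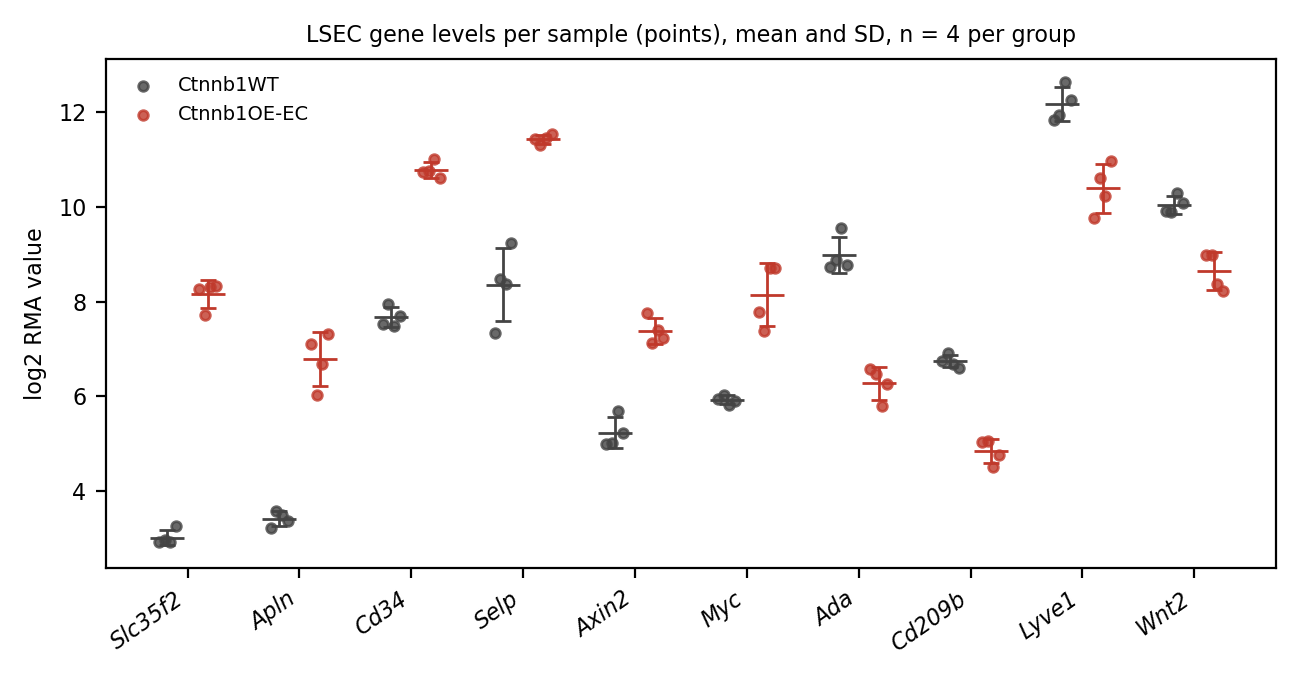
Log2 value of 10 named genes in each sample of Ctnnb1WT and Ctnnb1OE-EC LSECs. Points are samples, n = 4 per genotype, each of cells pooled from 2 mice, with the mean and SD, and for each gene every Ctnnb1OE-EC sample lies on the same side of all Ctnnb1WT samples.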

To identify β-catenin-dependent molecular alterations in LSECs, we performed comprehensive Affymetrix DNA microarray gene expression profiling of isolated primary LSECs from *Ctnnb1*^*WT*^ control and *Ctnnb1*^*OE*−*EC*^ animals. β-catenin GOF mutation in LSECs resulted in the significant dysregulation of 128 genes as compared to control LSECs (Table 1). 

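Of 16 genes of the hypoxia response, 12 had a higher and 4 a lower mean in Ctnnb1OE-EC LSECs, with a median log2 fold change of 0.65. Among them Vegfa, the main growth factor of endothelial cells, had a log2 fold change of 1.63 (SE 0.34, adjusted p = 0.0769 from limma), and the collagen hydroxylases Plod2 and P4ha2 had 1.38, uncertain from a Ctnnb1WT mean of 4.01 below the array median, and -1.05 (adjusted p = 0.132, or 0.0399 without Ctnnb1OE-EC replicate 1, and 0.243). Relative to the Ctnnb1WT mean, the mean of the hypoxia genes was 0.92 and 1.22 in Ctnnb1OE-EC replicates 3 and 4, but -0.23 and 0.38 in replicates 1 and 2. In replicates 3 and 4, 8 markers of neutrophils and monocytes were higher as well, with means of 1.29 and 1.44, and at most 0.66 in the other samples, as were 8 adrenal cortex genes (2.56 and 1.78, at most 0.14 in the others) and 10 smooth muscle genes (1.11 and 1.28, but 1.31 in Ctnnb1WT replicate 2), 2 lists chosen after the values were seen. All 8 of these markers had a higher mean in Ctnnb1OE-EC (median log2 fold change 0.56), Lcn2, a protein of neutrophil granules, with 1.39 (adjusted p = 0.433), and none of them passed limma's test, either over all rows or adjusted over the list alone, with 2 at an unadjusted p under 0.05 and 0 by the methods' test. Of 35 coat, SNARE and Rab genes of vesicle and Golgi transport, 27 had a lower mean and 8 a higher one (median log2 fold change -0.10), Gosr2, a SNARE of the Golgi, with -0.34 and Tmed10, a cargo receptor, with -0.30 (adjusted p = 0.216 and 0.250). None of the 35 passed limma's test alone, 5 were lower at an unadjusted p under 0.05, and the methods' test gave 0. Of 14 basement membrane genes, 10 had a higher mean (median log2 fold change 0.15), and Sparc and Lamc1 had log2 fold changes of 0.39 and 0.54 (adjusted p = 0.102 and 0.103). None of the basement membrane or hypoxia genes passed limma's test over all rows, and 0 did by the methods' test. Adjusted over the list alone, 3 of the former were higher, and 3 of the latter were higher and 3 lower, while 3 of the former were higher and 6 of the latter higher and 3 lower at an unadjusted p under 0.05. Set against all other genes by limma's camera test with a preset correlation of 0.01, the hypoxia list was shifted up (adjusted p = 0.00510, and adjusted p = 0.523 with an estimated correlation), as were the neutrophil and monocyte list (adjusted p = 0.00300, and adjusted p = 0.481 with an estimated correlation) and the basement membrane list (adjusted p = 0.0102, and adjusted p = 0.481 with an estimated correlation). The vesicle and Golgi list was shifted down (adjusted p = 0.00510, and adjusted p = 0.382 with an estimated correlation). The call of the hypoxia list was lost without Ctnnb1OE-EC replicate 4 (adjusted p = 0.0795), that of the basement membrane list without Ctnnb1WT replicate 4 (0.0606) or Ctnnb1OE-EC replicate 2 (0.0812), and all of these 4 lists lost theirs when Ctnnb1OE-EC replicates 3 and 4 were left out together (adjusted p = 0.404 for hypoxia, 0.358 for neutrophils and monocytes, 0.0593 for basement membrane and 0.0651 for vesicle and Golgi genes), while camera on the log2 fold changes ended the calls of the vesicle and Golgi (0.0998) and basement membrane lists (0.0683), fry those of the hypoxia (0.391), neutrophil and monocyte (0.313) and basement membrane lists (0.267), fgsea that of the hypoxia list (0.0649) and a filter at the median of row means that of the neutrophil and monocyte list (0.0949).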

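Across the Reactome pathways, sets of protein translation had the smallest p among those shifted up in Ctnnb1OE-EC LSECs. The 84 measured genes of eukaryotic translation elongation had a median log2 fold change of 0.15 (adjusted p = 0.000109 from limma's camera test, and adjusted p = 0.576 with an estimated correlation), and 26 genes of the methylation of histone arginines had 0.18 (adjusted p = 0.000139, and adjusted p = 0.576 with an estimated correlation). A set of 45 genes of the folding, assembly and peptide loading of class I MHC was shifted down with a median log2 fold change of -0.11 (adjusted p = 0.0211, and adjusted p = 0.576 with an estimated correlation). So was a set of 20 genes for the synthesis of epoxyeicosatrienoic acids by cytochrome P450 enzymes, with -0.50 (adjusted p = 0.0211, and adjusted p = 0.717 with an estimated correlation). Of 715 pathways with 15 to 300 measured genes, 68 were shifted up and 2 down at an adjusted p under 0.05. With an estimated correlation, camera gave 0 pathways, with 48 at an unadjusted p under 0.05, and preranked fgsea gave 67 shifted up and 6 down. Of 27 gene lists fixed before the data were examined but after the paper's tables were seen, 11 were shifted up and 3 down by camera, against 0 with an estimated correlation (3 at an unadjusted p under 0.05), 5 by fry, which tests each list by itself, and 9 when Ctnnb1OE-EC replicates 3 and 4 were left out together. Other divisions of the 8 samples into 4 and 4, some of which keep part of a genotype difference, gave up to 14 lists and 181 pathways.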

GSEA of LSECs isolated from *Ctnnb1*^*WT*^ control and *Ctnnb1*^*OE*−*EC*^ animals revealed significant pathway alterations in the Hallmark gene sets. 

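Of 38 genes known as Myc targets, most of them nucleolar or of ribosome biogenesis and here called the nucleolar genes, 35 had a higher mean in Ctnnb1OE-EC LSECs (median log2 fold change 0.18). The list also holds Myc targets of other processes, such as Srm. Fbl, the methyltransferase of ribosomal RNA, rose from 6.47 ± 0.18 (SD, n = 4) to 7.21 ± 0.11 (SD, n = 4), a log2 fold change of 0.75 (SE 0.11, adjusted p = 0.0188 from limma), and was the 1 gene of the list to pass over all rows or adjusted over the list alone. Srm, the spermidine synthase, and Nop58, a protein of the same complex as Fbl, had log2 fold changes of 0.63 and 0.68 (adjusted p = 0.181 and 0.198). All 23 genes of the G2 and M phases of the cell cycle had a higher mean (median log2 fold change 0.49), such as Mki67 with 0.73 (adjusted p = 0.375) and Plk1, a mitotic kinase, with 0.76 (adjusted p = 0.284). None of the 23 passed limma's test, over all rows or adjusted over the list alone, 11 were higher at an unadjusted p under 0.05, and the methods' test gave 0. Their mean relative to Ctnnb1WT was 0.62 to 0.65 in Ctnnb1OE-EC replicates 1 to 3 but -0.05 in replicate 4. Of 30 DNA replication genes, 23 had a higher mean (median log2 fold change 0.11). Cdc45, a component of the replicative helicase, had a log2 fold change of 0.30 (adjusted p = 0.146) and was the 1 gene of this list to pass the methods' test (adjusted p = 0.0414), while 0 passed limma's test over all rows or adjusted over the list alone and 4 were higher at an unadjusted p under 0.05. The Ctnnb1WT mean of Cdc45 (4.01) lies below the array median of 4.20, so its fold is uncertain. Fbl and Cdc45 stand in Table 1, whose genes the study chose on these samples. Of 20 cholesterol synthesis genes, 11 had a higher and 9 a lower mean (median log2 fold change 0.05). Sqle, the squalene epoxidase, had a log2 fold change of 0.48 (adjusted p = 0.136) and Mvd, an enzyme of the mevalonate pathway, 0.23 (adjusted p = 0.371). None of the 20 passed limma's test, over all rows or adjusted over the list alone, 2 were higher at an unadjusted p under 0.05, and the methods' test gave 0. As a group, the nucleolar genes were shifted up against all other genes (adjusted p = 3.16e-07 from limma's camera test, and adjusted p = 0.437 with an estimated correlation), as were the G2 and M phase genes (adjusted p = 1.53e-08, and adjusted p = 0.481 with an estimated correlation) and the DNA replication genes (adjusted p = 0.00300, and adjusted p = 0.481 with an estimated correlation), and the cholesterol synthesis genes did not pass (adjusted p = 0.224). Fbl did not pass without Ctnnb1WT replicate 1 (adjusted p = 0.0701), 2 (0.0530) or 3 (0.0509) or Ctnnb1OE-EC replicate 1 (0.0592) or 3 (0.0716), without Ctnnb1OE-EC replicates 3 and 4 together (0.122), with the mean of 11 clock genes as a covariate (0.0549) or by the methods' test (0.0862), and the DNA replication list did not without Ctnnb1OE-EC replicate 2 (0.0523). The cholesterol list passed without Ctnnb1WT replicate 4 (adjusted p = 0.0280) or Ctnnb1OE-EC replicate 4 (0.0166), and its direction turned without Ctnnb1WT replicate 3 (0.994).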

Among the most regulated gene sets, we found “Myc targets V1 and V2” and “Cholesterol homeostasis” (Figure 4A) followed by “G2M Checkpoint” and “E2F targets.” Furthermore, GSEA confirmed the activation of Wnt/β-catenin signaling in β-catenin GOF mutation in LSECs (Figure 4A). 

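Of 19 measured target and feedback genes of canonical Wnt signaling, 5 rose in Ctnnb1OE-EC LSECs and none fell over all rows, and 9 rose when adjusted over the list alone. Axin2, a feedback inhibitor of the pathway, rose from 5.23 ± 0.33 (SD, n = 4) to 7.38 ± 0.27 (SD, n = 4), a log2 fold change of 2.14 (SE 0.19, adjusted p = 0.00136 from limma). Its log2 value was 7.12 to 7.75 in the Ctnnb1OE-EC samples and 4.99 to 5.70 in the Ctnnb1WT samples. Apcdd1, an inhibitor of Wnt signaling at the cell surface, rose by 2.98 (SE 0.36, adjusted p = 0.00781), the transcription factor Lef1 by 2.15 (SE 0.33, adjusted p = 0.0200), a fold that is uncertain because its Ctnnb1WT mean of 3.87 lies below the array median of 4.20, and Bambi, a pseudoreceptor of TGF-β signaling, by 1.01 (SE 0.14, adjusted p = 0.0111). The transcription factor Myc rose from 5.93 ± 0.09 (SD, n = 4) to 8.15 ± 0.67 (SD, n = 4), a log2 fold change of 2.22 (SE 0.28, adjusted p = 0.00919 from limma), with 8.71 in each of Ctnnb1OE-EC replicates 3 and 4 and 7.79 and 7.38 in replicates 1 and 2. Relative to Ctnnb1WT, the mean of the 19 genes was 0.49 to 0.76 in the Ctnnb1OE-EC samples (exact permutation test, two-sided, unadjusted p = 0.0286, the smallest that 4 samples against 4 allow, and 0.110 adjusted over the lists, of which 0 passed in this test chosen after the data were seen), and the median log2 fold change was 0.26, with 14 genes positive and 5 negative. After adjustment a list can pass the permutation test only if many lists reach its smallest p together, so not passing it is no evidence against a list. Against all other genes the 19 genes were shifted up (adjusted p = 4.92e-07 from limma's camera test, and adjusted p = 0.0646 with an estimated correlation). Axin2 and Bambi stand in Table 1, whose genes the study chose on these samples. By the methods' test as run here none of the 19 passed, against 9 at an unadjusted p under 0.05 in limma. The paper's Table 1 gives an adjusted p of 0.0227 for Axin2 and 0.0449 for Bambi, where this run gave 0.0507 and 0.0862. Lef1 did not pass without Ctnnb1WT replicate 2 (adjusted p = 0.0547), 3 (0.0581) or 4 (0.0735) or Ctnnb1OE-EC replicate 3 (0.0716), and when Ctnnb1OE-EC replicates 3 and 4 were left out together, it had an adjusted p of 0.0682, Apcdd1 0.0781 and Bambi 0.0960.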

Overrepresentation analysis (ORA) of the significantly dysregulated genes by using Enrichr revealed significant alterations in the gene ontology (GO) biological processes 2018 library (Figure 4B). “Positive regulation of cell differentiation” was identified as the most significant GO term in LSECs with β-catenin GOF mutation (Figure 4B).

**Table 1:** Differentially expressed genes (DEGs) in *Ctnnb1*^*OE*−*EC*^-LSECs compared to wild-type controls.

**Gene symbol**	**Gene title**	**Fold change** ***Ctnnb1***^***OE***^**−**^***EC***^ > *Ctnnb1*^***WT***^	**Adjusted p-value for Diff of genotype =** ***Ctnnb1***^***OE***^**−**^***EC***^**–*Ctnnb1***^***WT***^
*Slc35f2*	Solute carrier family 35, member F2	35.13809	0.000397
*Apln*	Apelin	10.30015045	0.016367
*Susd4*	Sushi domain containing 4	9.257366289	0.007219
*Csf2rb2*	Colony stimulating factor 2 receptor, beta 2, low-affinity (granulocyte-macrophage)	8.781086232	0.041067
*Cd34*	CD34 antigen	8.598926088	0.001273
*Selp*	Selectin, platelet	8.373297581	0.037503
*Lypd6*	LY6/PLAUR domain containing 6	8.152209698	0.004191
*Glp1r*	Glucagon-like peptide 1 receptor	7.081854471	0.041067
*Myo1b*	Myosin IB	6.942870328	0.023473
*St8sia2*	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 2	5.709992179	0.022697
*Hunk*	Hormonally upregulated Neu-associated kinase	5.184396379	0.045899
*St8sia4*	ST8 alpha-N-acetyl-neuraminide alpha-2,8-sialyltransferase 4	4.998737335	0.0049
*Atp10a*	ATPase, class V, type 10A	4.856467229	0.012795
*Tcf7*	Transcription factor 7, T cell specific	4.800597937	0.013887
*Mal*	Myelin and lymphocyte protein, T cell differentiation protein	4.715053595	0.025665
*Ptgis*	Prostaglandin I2 (prostacyclin) synthase	4.52969164	0.030765
*Fkbp10*	FK506 binding protein 10	4.43037992	0.039368
*Axin2*	Axin 2	4.416998695	0.022697
*Pla2g16*	Phospholipase A2, group XVI	4.319974957	0.039368
*Il17ra*	Interleukin 17 receptor A	3.86500417	0.031256
*Disp1*	Dispatched RND transporter family member 1	3.826121183	0.031256
*Ptgfrn*	Prostaglandin F2 receptor negative regulator	3.663983702	0.023473
*Greb1l*	Growth regulation by estrogen in breast cancer-like	3.513247405	0.0049
*Sptb*	Spectrin beta, erythrocytic	3.406728181	0.016367
*Aqp11*	Aquaporin 11	3.384139553	0.026891
*Extl3*	Exostoses (multiple)-like 3	3.381491933	0.037503
*Cttnbp2*	Cortactin binding protein 2	3.165960888	0.022697
*Kif21b*	Kinesin family member 21B	3.103400943	0.002999
*Fam213a*	Family with sequence similarity 213, member A	3.092980639	0.024278
*Auts2*	Autism susceptibility candidate 2	3.014691756	0.046838
*Tspan6*	Tetraspanin 6	2.872077594	0.046282
*Lrig1*	Leucine-rich repeats and immunoglobulin-like domains 1	2.738931683	0.046282
*Pi16*	Peptidase inhibitor 16	2.427155192	0.037503
*Laptm4b*	Lysosomal-associated protein transmembrane 4B	2.318212303	0.011483
*Slc7a6*	Solute carrier family 7 (cationic amino acid transporter, y+ system), member 6	2.267050692	0.024407
*Ptprg*	Protein tyrosine phosphatase, receptor type, G	2.158891183	0.022697
*Cachd1*	Cache domain containing 1	2.065569075	0.007219
*Rasgrp4*	RAS guanyl releasing protein 4	2.057762756	0.045899
*Klhl29*	Kelch-like 29	2.027131525	0.036831
*Bambi*	BMP and activin membrane-bound inhibitor	2.016141198	0.044925
*Mlec*	Malectin	2.003811198	0.022697
*Ppp1r9a*	Protein phosphatase 1, regulatory (inhibitor) subunit 9A	1.948922878	0.036956
*1810058I24Rik*	RIKEN cDNA 1810058I24 gene	1.899752884	0.038628
*Osbp2*	Oxysterol binding protein 2	1.86993046	0.024407
*Gm13889*	Predicted gene 13889	1.808734268	0.036956
*Vim*	Vimentin	1.808581233	0.041067
*Gnai1*	Guanine nucleotide binding protein (G protein), alpha inhibiting 1	1.795430532	0.036831
*Slc1a4*	Solute carrier family 1 (glutamate/neutral amino acid transporter), member 4	1.731445442	0.042161
*Cdc14a*	CDC14 cell division cycle 14A	1.727805031	0.041067
*Fbl*	Fibrillarin	1.67657139	0.045899
*Lmo2*	LIM domain only 2	1.650427031	0.043595
*1110051M20Rik*	RIKEN cDNA 1110051M20 gene	1.601538653	0.036831
*Cpt1c*	Carnitine palmitoyltransferase 1c	1.577681949	0.042456
*Fxyd5*	FXYD domain-containing ion transport regulator 5	1.552882564	0.038628
*Lrrc75a*	Leucine rich repeat containing 75A	1.496322239	0.046203
*Pgap1*	Post-GPI attachment to proteins 1	1.490320435	0.046282
*Zfp36l1*	Zinc finger protein 36, C3H type-like 1	1.474391469	0.037651
*Mir3092*	microRNA 3092	1.440648261	0.03784
*Ppic*	Peptidylprolyl isomerase C	1.435613585	0.043595
*Ppdpf*	Pancreatic progenitor cell differentiation and proliferation factor	1.336327784	0.041067
*Cdk4*	Cyclin-dependent kinase 4	1.32815528	0.037503
*St3gal4*	ST3 beta-galactoside alpha-2,3-sialyltransferase 4	1.281026042	0.036831
*D630024D03Rik*	RIKEN cDNA D630024D03 gene	1.238041514	0.037503
*Cdc45*	Cell division cycle 45	1.230144783	0.022697
*Eif4g1*	Eukaryotic translation initiation factor 4, gamma 1	1.143713408	0.043595
*Atp6v1d*	ATPase, H+ transporting, lysosomal V1 subunit D	0.893603982	0.048858
*Tmx3*	Thioredoxin-related transmembrane protein 3	0.84721687	0.048858
*Olfr1033*	Olfactory receptor 1033	0.83993199	0.042103
*Ergic2*	ERGIC and golgi 2	0.834146565	0.024407
*Aqp1*	Aquaporin 1	0.828501756	0.046731
*Glra2*	Glycine receptor, alpha 2 subunit	0.817240036	0.031256
*Gm26744*	Predicted gene, 26744	0.810903036	0.046282
*Spag9*	Sperm associated antigen 9	0.802558367	0.036831
*Rnf115*	Ring finger protein 115	0.80194744	0.036831
*Cd47*	CD47 antigen (Rh-related antigen, integrin-associated signal transducer)	0.800896378	0.031314
*Dpp4*	Dipeptidylpeptidase 4	0.794955116	0.041067
*Crebl2*	cAMP responsive element binding protein-like 2	0.788857661	0.022697
*Atp6ap2*	ATPase, H+ transporting, lysosomal accessory protein 2	0.782409663	0.024407
*Zfp763*	Zinc finger protein 763	0.779090085	0.007745
*Fez2*	Fasciculation and elongation protein zeta 2 (zygin II)	0.762992727	0.036831
*Zfp715*	Zinc finger protein 715	0.744750505	0.048858
*Cyb561d1*	Cytochrome b-561 domain containing 1	0.744262296	0.048858
*Extl2*	Exostoses (multiple)-like 2	0.728699546	0.048068
*Golga7*	Golgi autoantigen, golgin subfamily a, 7	0.723018512	0.026891
*Tgoln1*	Trans-golgi network protein	0.721857092	0.036831
*Tpm3*	Tropomyosin 3, gamma	0.717139012	0.044415
*Ggh*	Gamma-glutamyl hydrolase	0.714504325	0.048882
*Scrn3*	Secernin 3	0.707136697	0.046282
*Irak2*	Interleukin-1 receptor-associated kinase 2	0.68925238	0.037503
*Tmem170b*	Transmembrane protein 170B	0.685022667	0.046847
*Dgke*	Diacylglycerol kinase, epsilon	0.681193453	0.024407
*Itga1*	Integrin alpha 1	0.676125877	0.041067
*Sdccag8*	Serologically defined colon cancer antigen 8	0.662856645	0.041067
*Hspa12a*	Heat shock protein 12A	0.647460358	0.046907
*Nceh1*	Neutral cholesterol ester hydrolase 1	0.641787883	0.042161
*Impact*	Impact, RWD domain protein	0.641068766	0.022697
*Nlrc3*	NLR family, CARD domain containing 3	0.616870496	0.024407
*Pitpnm1*	Phosphatidylinositol transfer protein, membrane-associated 1	0.607880798	0.024407
*Gm19663*	Predicted gene, 19663	0.601230962	0.035201
*Inpp4b*	Inositol polyphosphate-4-phosphatase, type II	0.598629428	0.048227
*Pde3b*	Phosphodiesterase 3B, cGMP-inhibited	0.586483967	0.036956
*P2ry10b*	Purinergic receptor P2Y, G-protein coupled 10B	0.58265069	0.044415
*Ldhb*	Lactate dehydrogenase B	0.575509392	0.031256
*Smco4*	Single-pass membrane protein with coiled-coil domains 4	0.546281346	0.039368
*Gm14005*	Predicted gene 14005	0.545796227	0.046282
*A630072L19Rik*	RIKEN cDNA A630072L19 gene	0.545449977	0.037503
*Cyp7b1*	Cytochrome P450, family 7, subfamily b, polypeptide 1	0.537648924	0.039821
*Ldb2*	LIM domain binding 2	0.526662693	0.036831
*Nudt12*	Nudix (nucleoside diphosphate linked moiety X)-type motif 12	0.522324687	0.037503
*Cfh*	Complement component factor h	0.521077661	0.036831
*Ptpru*	Protein tyrosine phosphatase, receptor type, U	0.517441974	0.042879
*Pgghg*	Protein glucosylgalactosylhydroxylysine glucosidase	0.479186666	0.048882
*Acer3*	Alkaline ceramidase 3	0.472763137	0.036831
*Ceacam1*	Carcinoembryonic antigen-related cell adhesion molecule 1	0.472603157	0.041067
*Ccdc88c*	Coiled-coil domain containing 88C	0.469087339	0.027307
*Fam189a2*	Family with sequence similarity 189, member A2	0.467888229	0.041067
*Cysltr2*	Cysteinyl leukotriene receptor 2	0.442737637	0.023473
*Gramd1c*	GRAM domain containing 1C	0.42091094	0.004191
*Ntf3*	Neurotrophin 3	0.420199255	0.038876
*Fam174b*	Family with sequence similarity 174, member B	0.414689246	0.037572
*Slc26a10*	Solute carrier family 26, member 10	0.394412144	0.022697
*Pla2r1*	Phospholipase A2 receptor 1	0.354842083	0.048858
*Gpc1*	Glypican 1	0.354767031	0.022697
*Rnase4*	Ribonuclease, RNase A family 4	0.321464634	0.043595
*Olfm1*	Olfactomedin 1	0.276916317	0.036956
*Cd209b*	CD209b antigen	0.268887021	0.009718
*Flrt1*	Fibronectin leucine rich transmembrane protein 1	0.200652325	0.048858
*Ada*	Adenosine deaminase	0.153417209	0.022697

*Genes are displayed that were significantly up- or downregulated when compared to Ctnnb1^WT^ controls with Fold change (FC) < 1 or > 1. Adjusted p-values were calculated for the differences of means of log10 of expression values between Ctnnb1^OE−EC^ and Ctnnb1^WT^*.

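Of the 128 genes of Table 1, 121 could be matched to a named row of the deposited values, 3 of them through an older symbol. In these rows 61 genes had a higher mean and 60 a lower mean in Ctnnb1OE-EC LSECs, each in the direction that Table 1 gives. The study chose these genes on these samples, so their direction is not independent evidence. The fold change computed as 2 to the power of the difference of the mean log2 values lay within 1% of the paper's value for all 121, the ratio of the means of linear values did so for 102, and 10 to the power of the difference for 0. Most of the genes changed by less than 2-fold, since 38 were over 2-fold higher and 16 over 2-fold lower. Cdk4, the kinase of the G1 phase, was 1.33-fold higher (log2 fold change 0.41, SE 0.08, adjusted p = 0.0720 from limma), and Aqp1, a water channel, had a log2 fold change of -0.27 (SE 0.08, adjusted p = 0.210). At an adjusted p under 0.05, limma called 97 of the 121, 56 higher and 41 lower. The methods' test called 19, and 118 of the 121 were among the 128 rows with its smallest p. With Ctnnb1OE-EC replicates 3 and 4 left out together, limma called 39.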

**Figure 4:**
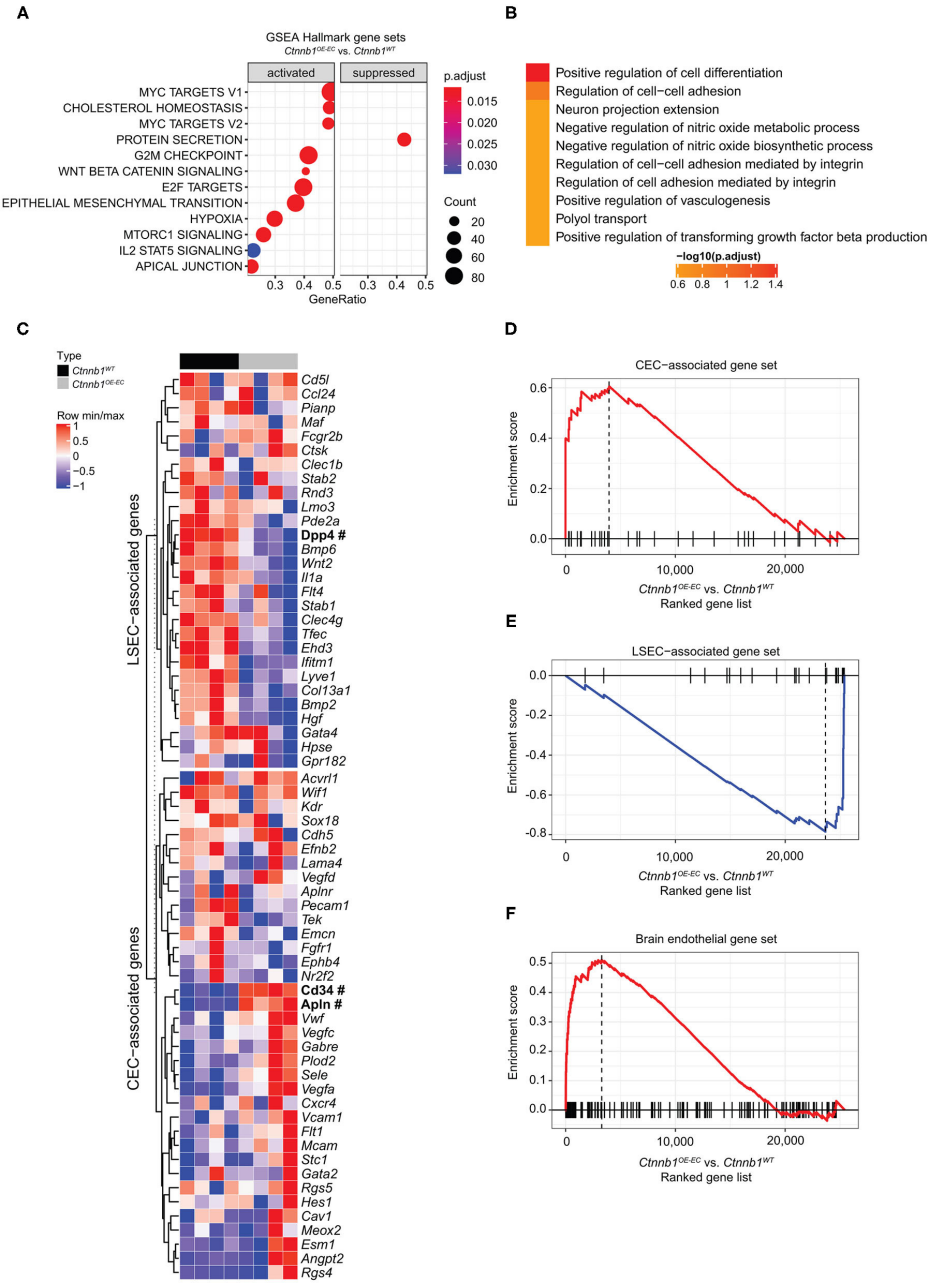
Hepatic endothelial *Ctnnb1* overactivation causes sinusoidal transdifferentiation. **(A)** Gene Set Enrichment Analysis-Kyoto Encyclopedia of Genes and Genomes (GSEA-KEGG) pathway alterations analyzed using MSigDB hallmark gene sets in freshly isolated LSECs from 2-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ (*n* = 4). **(B)** Overrepresentation analysis of gene ontology “biological processes” library. **(C)** Heat map of the liver sinusoidal endothelial cell (LSEC)- and continuous endothelial cell (CEC)-associated genes. Selected genes are shown for isolated LSECs from *Ctnnb1*^*WT*^ (black) and *Ctnnb1*^*OE*−*EC*^ mice (gray). Significant samples are written in bold and marked with # (*n* = 4 samples per group). The heat map color represents the mean and maximum values for each gene. The intensity scale of the standardized expression values ranges from dark blue (low expression) to dark red (high expression). Enrichment plots of **(D)** LSEC-associated (*p* = 0.0023; NES = −2.43) and **(E)** CEC-associated (*p* = 0.0023; NES = 2.04) genes (*n* = 4). **(F)** Enrichment plots of brain endothelial genes (*p* = 0.0001; NES = 2.16) (*n* = 4).

An established panel of LSEC-associated and CEC-associated marker genes (Geraud et al., 2010, 2017; Olsavszky et al., 2020) was analyzed in LSECs isolated from *Ctnnb1*^*WT*^ control and *Ctnnb1*^*OE*−*EC*^ animals. Gene expression analysis pointed out that β-catenin GOF mutation in LSECs of *Ctnnb1*^*OE*−*EC*^ mice dysregulated LSEC- and CEC-associated genes (Figure 4C). 

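Of 23 markers of LSECs, 5 fell in Ctnnb1OE-EC LSECs and none rose, and 9 fell when adjusted over the list alone. Cd209b, a C-type lectin of sinusoids, fell from a mean log2 value of 6.74 ± 0.13 (SD, n = 4) to 4.85 ± 0.26 (SD, n = 4), a log2 fold change of -1.89 (SE 0.14, adjusted p = 0.000547 from limma). Lyve1, a hyaluronan receptor, fell from 12.16 ± 0.36 (SD, n = 4) to 10.39 ± 0.51 (SD, n = 4), a log2 fold change of -1.78 (SE 0.26, adjusted p = 0.0178 from limma). The secreted angiocrine factors Wnt2, Hgf and Bmp6 fell with log2 fold changes of -1.39, -1.35 and -0.86 (adjusted p = 0.0127, 0.0229 and 0.0350). Of 20 markers of continuous endothelial cells, 2 rose and none fell. They were Cd34, a sialomucin of capillaries, with a log2 fold change of 3.10 (SE 0.13, adjusted p = 1.69e-05), and Apln, the ligand of the apelin receptor, with 3.36 (SE 0.25, adjusted p = 0.000547) from a Ctnnb1WT mean below the array median of 4.20, where the fold is uncertain. Adjusted over the list alone, 4 were higher and 1 lower. Sele, the adhesion molecule E-selectin, had a log2 fold change of 2.07 (adjusted p = 0.0610, and 0.0392 without Ctnnb1OE-EC replicate 2), and Cd300lg, a receptor of capillary endothelium, had -0.39 (adjusted p = 0.195). Of each list, 2 genes stand in Table 1, whose genes the study chose on these samples. By the methods' test, 1 LSEC marker and 2 CEC markers passed. Lyve1 did not pass without Ctnnb1WT replicate 4 (adjusted p = 0.0697) or Ctnnb1OE-EC replicate 3 (0.0712), nor did Wnt2 (0.0544 and 0.0503), while Hgf did not without Ctnnb1WT replicates 1 (0.0804) or 4 (0.0697) or Ctnnb1OE-EC replicates 1 (0.0518), 3 (0.0876) or 4 (0.0663). Bmp6 did not pass without Ctnnb1WT replicates 1 (0.113), 2 (0.0962), 3 (0.0927) or 4 (0.0710) or Ctnnb1OE-EC replicates 2 (0.0777), 3 (0.116) or 4 (0.0765), and none of these 4 passed without Ctnnb1OE-EC replicates 3 and 4 together (0.0756, 0.0508, 0.214 and 0.229).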

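As a group, the LSEC markers were lower in Ctnnb1OE-EC LSECs, with a negative log2 fold change for 22 of 23 and a median of -0.30. Their mean relative to Ctnnb1WT lay between -0.34 and -0.58 in the Ctnnb1OE-EC samples and between -0.07 and 0.09 in the Ctnnb1WT samples. The CEC markers were higher as a group, with a positive log2 fold change for 12 of 20 and a median of 0.32. Their mean was 0.42 and 0.31 in Ctnnb1OE-EC replicates 1 and 2, and 0.96 and 0.91 in replicates 3 and 4. Of 14 genes of sprouting (tip) endothelial cells, 10 had a higher mean (median log2 fold change 0.24), and Apln, which is also a CEC marker, was the 1 gene to pass, over all rows and adjusted over the list alone. Apln stands in Table 1, whose genes the study chose on these samples. The mean of the tip cell genes was 0.84 and 0.91 in Ctnnb1OE-EC replicates 3 and 4, against at most 0.12 in the other samples. In the same 2 samples, in which the CEC and the tip cell genes were highest, markers of other cell types were high as well. The mean of 8 genes of the adrenal cortex was 2.56 and 1.78, against at most 0.14 in the others, that of 10 smooth muscle genes was 1.11 and 1.28, but also 1.31 in Ctnnb1WT replicate 2, and that of the neutrophil and monocyte markers was 1.29 and 1.44, and 0.66 in Ctnnb1WT replicate 2. The adrenal and smooth muscle lists were chosen after the values were seen. Compared with all other genes, the LSEC list was shifted down (adjusted p = 1.11e-11 from limma's camera test, and adjusted p = 0.168 with an estimated correlation), and the CEC list was shifted up (adjusted p = 0.00187, and adjusted p = 0.382 with an estimated correlation), as was the tip cell list (adjusted p = 0.0425, and adjusted p = 0.523 with an estimated correlation). The tip cell list did not pass without Ctnnb1WT replicate 1 (adjusted p = 0.0850), 3 (0.0675) or 4 (0.0818) or Ctnnb1OE-EC replicate 3 (0.193) or 4 (0.194). With all 8 samples it did not pass with array weights (0.0520), with rows above the median of row means (0.0840), by fgsea (0.0675) or fry (0.230), or with the mean of the pancreatic acinar (0.0955) or clock genes (0.0539) as a covariate. With Ctnnb1OE-EC replicates 3 and 4 left out together, the CEC list had an adjusted p of 0.352, and the tip cell list turned its direction (0.705).

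**Figure D2:**
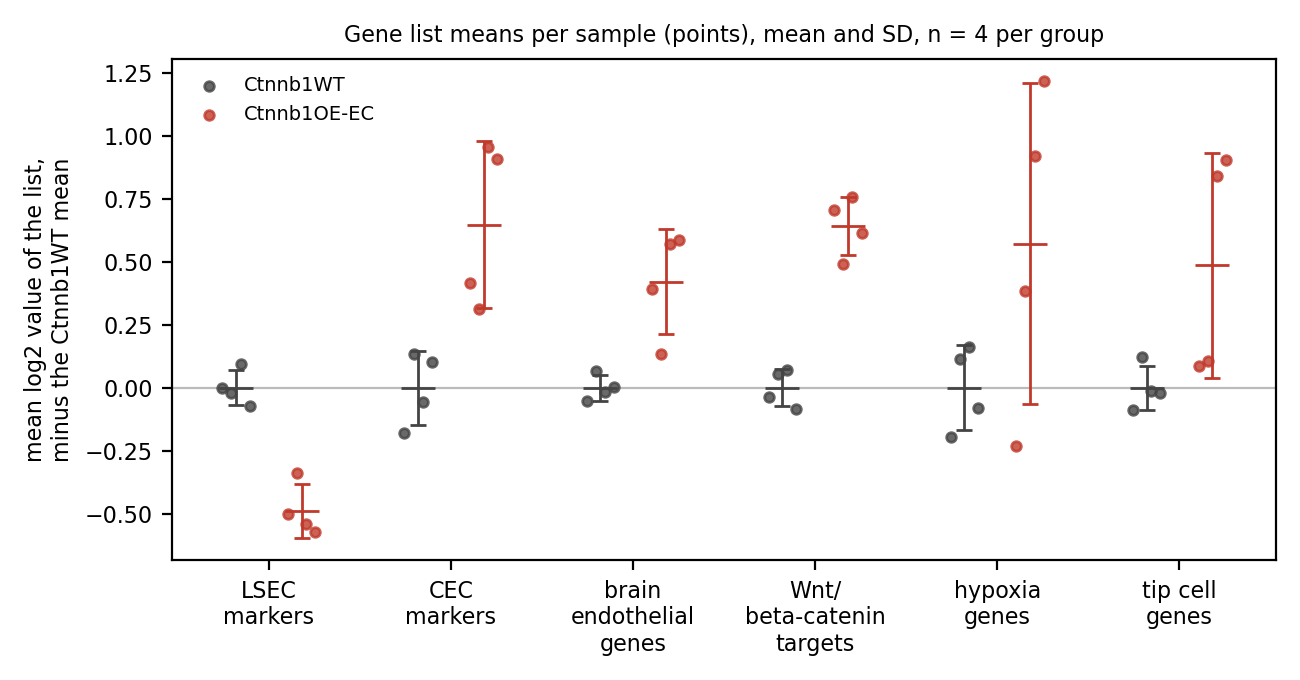
Mean log2 value of the genes of each list in each sample, relative to the mean of the Ctnnb1WT samples. Points are samples, with the mean and SD of each genotype (n = 4), and the LSEC markers lie between -0.34 and -0.58 in the Ctnnb1OE-EC samples.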

GSEA revealed a significant induction of a CEC-associated gene set (Figure 4D) and a significant loss of an LSEC gene set (Figure 4E). As Wnt-/β-catenin signaling is a well-known driver for brain endothelial differentiation (Liebner et al., 2008), we hypothesized that β-catenin signaling activation in LSECs might result in partial brain EC reprograming. When performing GSEA with a brain endothelial gene set, which was generated by comparing published single-cell RNA-seq data from brain vs. liver ECs (Sabbagh et al., 2018), a significant enrichment for brain EC transcripts was found in *Ctnnb1*^*OE*−*EC*^ LSEC (Figure 4F). 

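Of 32 genes of the brain endothelium and the blood-brain barrier, 2 rose in Ctnnb1OE-EC LSECs, 1 fell, and the other 29 did not pass. The 2 that rose were Apcdd1 and Lef1, which are also targets of canonical Wnt signaling (the fold of Lef1 is uncertain, since its Ctnnb1WT mean of 3.87 lies below the array median), and the 1 that fell was the efflux transporter Abcc4, with a log2 fold change of -0.67 (SE 0.12, adjusted p = 0.0448 from limma). Adjusted over the list alone, 5 were higher and 1 lower. Cgnl1, a protein of endothelial junctions, had a log2 fold change of 1.25 (SE 0.24, adjusted p = 0.0569). A positive log2 fold change was found for 23 and a negative one for 9 of the 32, with a median of 0.22. The mean of the list relative to Ctnnb1WT was 0.39 and 0.14 in Ctnnb1OE-EC replicates 1 and 2 and 0.57 and 0.59 in replicates 3 and 4, the samples in which the adrenal cortex genes (2.56 and 1.78), the neutrophil and monocyte markers (1.29 and 1.44) and the smooth muscle genes (1.11 and 1.28) were high too. Of 16 genes of tight and adherens junctions, 8 had a higher and 8 a lower mean (median log2 fold change 0.01), Jup, the junction protein plakoglobin, with 0.61 (adjusted p = 0.210) and Jam3, an adhesion molecule of tight junctions, with 0.44 (adjusted p = 0.230). None of the 16 passed limma's test over all rows, 3 were higher adjusted over the list alone, 4 were higher and 1 lower at an unadjusted p under 0.05, and the methods' test gave 0. Against all other genes the brain endothelial list was shifted up (adjusted p = 0.00187 from limma's camera test, and adjusted p = 0.168 with an estimated correlation), and the junction list did not pass (adjusted p = 0.117, but 0.0427 without Ctnnb1WT replicate 3 and 0.0299 by camera on the log2 fold changes). The call of Abcc4 was lost without each of the 8 samples in turn (adjusted p = 0.0518 to 0.125), Lef1 did not pass without Ctnnb1WT replicates 2, 3 or 4 or Ctnnb1OE-EC replicate 3 (adjusted p = 0.0547, 0.0581, 0.0735 and 0.0716), and Cgnl1 passed without Ctnnb1OE-EC replicate 2 (0.00871). With all 8 samples Cgnl1 passed with the trended and robust prior (0.0455), array weights (0.0352) and the filter at the median of row means (0.0406). By the methods' test none of the 32 passed.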

Among the genes that were significantly upregulated in *Ctnnb1*^*OE*−*EC*^ LSEC with a fold-change of >2, several genes could be detected that were also highly expressed in brain ECs (Table 2). 

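Besides Slc35f2 and Axin2, 5 of the genes that the paper lists in Table 2 were matched to a named row, and all 5 rose. Plaat3 (Pla2g16 in the paper), a phospholipase, was 4.32-fold higher (log2 fold change 2.11, SE 0.24, adjusted p = 0.00486 from limma), and Il17ra, the receptor of the cytokine interleukin-17, rose from a mean log2 value of 5.42 ± 0.16 (SD, n = 4) to 7.37 ± 0.42 (SD, n = 4) (adjusted p = 0.00278 from limma). Extl3, a glycosyltransferase of heparan sulfate synthesis, was 3.38-fold higher (adjusted p = 0.00473), Ptprg, a receptor tyrosine phosphatase, 2.16-fold (adjusted p = 0.00335) and Cachd1, a membrane protein, 2.07-fold (adjusted p = 0.00152). Every Ctnnb1OE-EC sample lay above every Ctnnb1WT sample for each of the 5. The study chose these genes on these samples, so their rise is not independent evidence. By the methods' test as run here, Cachd1 passed (adjusted p = 0.0186) and the other 4 did not (adjusted p = 0.0507 to 0.0783). The paper's Table 2 gives an adjusted p under 0.05 for all 5. When Ctnnb1OE-EC replicates 3 and 4 were left out together, Extl3 (adjusted p = 0.0691) and Ptprg (0.0546) did not pass.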

As the expression of TJ molecule, Cldn5 was previously shown to be upregulated by endothelial Wnt-/β-catenin GOF in the leaky suprafornical organ (Benz et al., 2019), we compared the expression levels of Cldn5 in *Ctnnb1*^*OE*−*EC*^ and control liver. Expression of Cldn5 was not altered in *Ctnnb1*^*OE*−*EC*^ compared with control LSECs (Supplementary Figure 5A).

**Table 2:** Brain endothelial transcripts.

**Gene symbol**	**Gene title**	**Fold change** ***Ctnnb1***^***OE***^^**−*EC***^ **> *Ctnnb1***^***WT***^	**Adjusted p-value for Diff of genotype = ** ***Ctnnb1*** ^***OE***^ ^**−*EC***^ **–*Ctnnb1*** ^***WT***^
*Slc35f2*	Solute carrier family 35, member F2	35.13809	0.000397
*Myo1b*	Myosin IB	6.942870328	0.023473
*Tcf7*	Transcription factor 7, T cell specific	4.800597937	0.013887
*Axin2*	Axin 2	4.416998695	0.022697
*Pla2g16*	Phospholipase A2, group XVI	4.319974957	0.039368
*Il17ra*	Interleukin 17 receptor A	3.86500417	0.031256
*Extl3*	Exostoses (multiple)-like 3	3.381491933	0.037503
*Ptprg*	Protein tyrosine phosphatase, receptor type, G	2.158891183	0.022697
*Cachd1*	Cache domain containing 1	2.065569075	0.007219

*Genes are displayed that were significantly upregulated in Ctnnb1^OE−EC^ LSEC compared to Ctnnb1^WT^ LSEC with a fold change (FC) > 2 and also overexpressed in brain endothelial cells compared to liver endothelial cells (Daneman et al., 2010; Sabbagh et al., 2018)*.

In addition, the expression of markers for endothelial zonation, that is, Emcn and LYVE1 (Walter et al., 2014) were analyzed. A significant loss of mid-zonal LSEC marker LYVE1 was found, indicating disturbed endothelial liver zonation (Figures 5A,B). However, the expression of pericentral LSEC and CEC marker Emcn was not altered on protein level (Figure 5A). Despite disturbed endothelial zonation, the expression of pan-endothelial marker podocalyxin or CD31 was unaltered indicating no major changes in vascular density in *Ctnnb1*^*OE*−*EC*^ livers (Supplementary Figure 5B). Furthermore, β-catenin GOF in the LSECs did not alter the expression of LSEC marker CD32b (Supplementary Figure 5C), LSEC scavenger receptors *Stab1* and *Stab2* (Supplementary Figures 5D,E) or CEC markers *Vegfr2*, Caveolin-1, ICAM1, vascular cell adhesion molecule (VCAM), or VE-cadherin (Supplementary Figures 5C, 6A–C).

**Figure 5:**
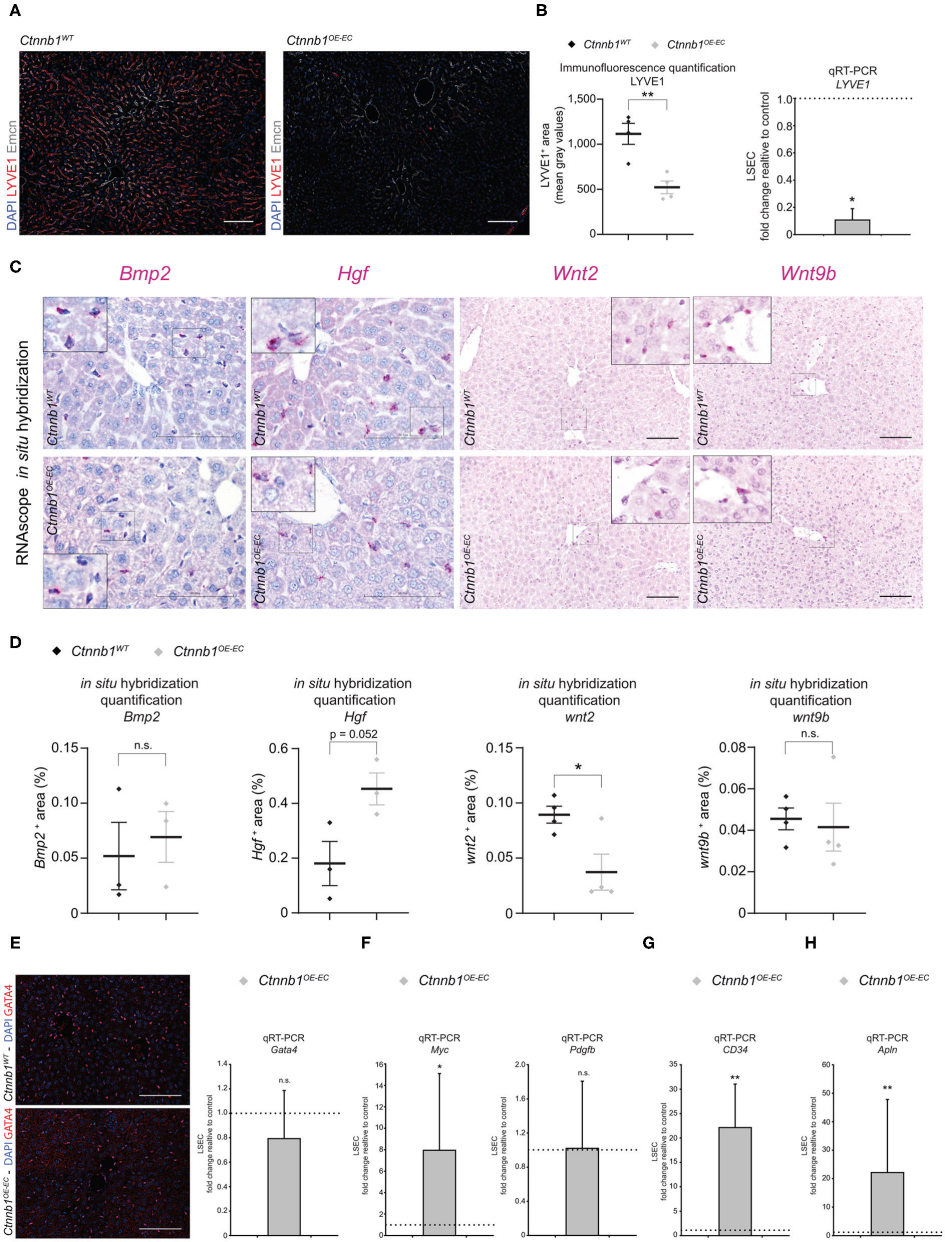
Hepatic endothelial *Ctnnb1* overactivation causes loss of LSEC-associated genes and induction of CEC and brain EC genes. **(A)** IF staining of DAPI, LYVE1, and Emcn in the liver of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 4). Scale bar 100 μm. **(B)** Left panel: IF quantification of LYVE1^+^ area. Results are represented as mean ± SEM. ^**^p < 0.01. Right panel: qRT-PCR for *LYVE1* of cDNA from *Ctnnb1*^*OE*−*EC*^-LSECs compared to *Ctnnb1*^*WT*^ control LSECs (*n* = 4). β-Actin was used as housekeeping gene. ^*^p < 0.05. **(C)** *Bmp2, Hgf*, *Wnt2, Wnt9b* mRNA RNAScope *in situ* hybridization assay of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice liver sections (*n* ≥ 3). Scale bar 100 μm. **(D)** Quantification of *Bmp2, Hgf*, *Wnt2, Wnt9b* mRNA RNAScope *in situ* hybridization assay. Results are represented as mean ± SEM. ns, not significant. ^*^p < 0.05. **(E)** Left panel: IF staining of DAPI and GATA4 in the liver of 2- to 3-month-old female *Ctnnb1*^*WT*^ and *Ctnnb1*^*OE*−*EC*^ mice (*n* = 4). Scale bar 100 μm. Right panel: qRT-PCR for *Gata4* with cDNA from *Ctnnb1*^*OE*−*EC*^-LSECs compared to *Ctnnb1*^*WT*^ control LSECs (*n* = 4). β-Actin was used as housekeeping gene. n.s., not significant. **(F)** qRT-PCR for *Myc* and *Pdgfb* with cDNA from *Ctnnb1*^*OE*−*EC*^-LSECs compared with *Ctnnb1*^*WT*^ control LSECs (*n* = 3). β-Actin was used as housekeeping gene. ^*^, *p* < 0.05; n.s., not significant. **(G)** qRT-PCR for *CD34* with cDNA from *Ctnnb1*^*OE*−*EC*^-LSECs compared with *Ctnnb1*^*WT*^ control LSECs (*n* = 3). β-Actin was used as housekeeping gene. ^**^p < 0.01. **(H)** qRT-PCR for *Apln* with cDNA from *Ctnnb1*^*OE*−*EC*^-LSECs compared with *Ctnnb1*^*WT*^ control LSECs (*n* = 3). β-Actin was used as housekeeping gene. ^**^p < 0.01.

To confirm the transcriptomic alterations seen in *Ctnnb1*^*OE*−*EC*^ LSEC, we performed immunofluorescent staining, real-time quantitative PCR (qRT-PCR), and ISH for selected EC genes and proteins. The selection was either based on significant regulation among the list of CEC-associated genes (Figure 4C), relation to liver fibrosis [*Gata4, Myc*, platelet-derived growth factor subunit B (*Pdgfb*)] (Winkler et al., 2021), or established LSEC angiocrine factors. Upon ISH, the expression of the bone morphogenetic protein (*Bmp*) 2 was not significantly altered (Figures 5C,D). This was in line with Prussian blue staining of the liver, which did not show iron deposition in the liver of *Ctnnb1*^*OE*−*EC*^ mice (Supplementary Figure 4B). Moreover, *Hamp* expression in liver lysates was unaltered, indicating preserved BMP2–HAMP signaling (Supplementary Figure 4D). While LSEC angiocrine factor *Wnt2* was significantly downregulated, *Hgf* and *Wnt9b* were not significantly altered (Figures 5C,D). β-catenin GOF mutation in LSECs did not alter the expression of LSEC master regulator GATA4 on protein or mRNA level (Figure 5E) or pro-fibrotic angiocrine factor *Pdgfb* (Figure 5F). On the contrary, transcription factor *Myc* and CEC markers *CD34* and *Apln* were significantly upregulated in *Ctnnb1*^*OE*−*EC*^ LSEC (Figures 4C, 5F–H).

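On the arrays, Cd34 had log2 values of 10.60 to 11.00 in the 4 Ctnnb1OE-EC samples and of 7.49 to 7.95 in the 4 Ctnnb1WT samples, which is 8.60-fold higher on average. Apln had log2 values of 6.03 to 7.33 in the Ctnnb1OE-EC samples and of 3.22 to 3.59 in the Ctnnb1WT samples. For Cd34 and Apln, as for Myc, every Ctnnb1OE-EC sample lay above every Ctnnb1WT sample (exact permutation test, two-sided, unadjusted p = 0.0286 for each gene, the smallest p that 4 samples against 4 allow). Cd34 and Apln passed under each alternative setting, and Myc under each but the methods' test (adjusted p = 0.0945). The paper states that the gain of function of β-catenin in LSECs resulted in sinusoidal-to-continuous transdifferentiation, with a fall of LYVE1 and Wnt2 and a rise of CD34 and Apln.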

## Discussion

Our data show that imbalanced or overactivated β-catenin signaling in LSECs leads to sinusoidal transdifferentiation, including dysregulated lipid homeostasis. Reduced overall survival of *Ctnnb1*^*OE*−*EC*^ mice was most likely independent from LSEC transdifferentiation and dysregulated lipid homeostasis, but rather resulted from progressive heart dysfunction. The heart phenotype observed in *Ctnnb1*^*OE*−*EC*^ mice is comparable to β-catenin GOF mutation studies in arterial ECs by using a *Bmx-CreER*^T2^ mice, although reporter activity in heart ECs of *Clec4g-iCre;R26YFP* mice was identified in more than just arterial ECs, namely in heart capillaries, endocardium, and venous coronary vessels. Mechanistically, activation of Wnt-/β-catenin signaling in arterial ECs of the heart was shown to result in progressive heart failure through suppressing neuregulin-ErbB signaling (Nakagawa et al., 2016).

In the liver, β-catenin GOF mutation in LSECs resulted in sinusoidal-to-continuous transdifferentiation with downregulation of midzonal LSEC marker LYVE1 and angiocrine factor *Wnt2*, and upregulation of CEC markers *CD34* and *Apln*. This rather “mild” capillarization program lacking HSC activation and perisinusoidal extracellular matrix deposition did not result in hepatopathy or liver fibrosis. Interestingly, Wnt-target gene *Myc* (He et al., 1998) was significantly induced in *Ctnnb1*^*OE*−*EC*^ LSECs. Previous work by us could show, that loss of LSEC master regulator GATA4 also induced pro-angiogenic *Myc* in LSECs, to further amplify a pro-fibrotic angiocrine program, including *de novo Pdgfb* expression, resulting in perisinusoidal liver fibrosis (Winkler et al., 2021). β-catenin GOF in LSECs did not significantly regulate GATA4 expression, which most likely protects against a complete capillarization program and perisinusoidal liver fibrosis by suppressing pro-fibrotic angiocrine factors such as *Pdgfb*, which was unaltered in *Ctnnb1*^*OE*−*EC*^ LSEC despite a significant *Myc* induction.

Angiocrine Wnt-signaling is vital for liver growth and metabolic liver zonation and Wnt-signaling in LSECs is linked to autocrine growth effects (Klein et al., 2008; Geraud et al., 2010; Leibing et al., 2018). While activation of β-catenin in LSECs reduced angiocrine *Wnt2*, this reduction together with unaltered *Wnt9b* was not sufficient to impair metabolic liver zonation in *Ctnnb1*^*OE*−*EC*^ mice. Interestingly, EC proliferation was significantly induced by activation of β-catenin in LSECs. These findings are supported by GSEA results of *Ctnnb1*^*OE*−*EC*^ LSEC with enrichment in the gene sets “G2M Checkpoint” and “E2F Targets,” both resembling a pro-proliferative state, thereby indicating that β-catenin overactivation in LSECs stimulates endothelial proliferation. This is in line with data observed in postnatal brain and retina, showing that deficiency of endothelial β-catenin signaling impairs endothelial proliferation and sprouting (Martowicz et al., 2019).

Notably, activation of β-catenin in LSECs resulted in the upregulation of genes that are known to be expressed by the brain ECs (Daneman et al., 2010; Wang et al., 2019) and GSEA could confirm the enrichment of brain EC transcripts (Sabbagh et al., 2018) in *Ctnnb1*^*OE*−*EC*^ LSECs. In contrast to LSEC, that belong to discontinuous sinusoidal ECs which enable transfer of fluids, nutrients, and small solutes through open fenestrations within the sinusoidal wall (Wisse et al., 1985; Augustin and Koh, 2017), the brain ECs belong to the group of CECs, expressing specialized TJ molecules and transporters for restricting paracellular passage and transcellular trafficking, thereby generating the tightly sealed blood–brain barrier (Langen et al., 2019). In line with our results, ectopic β-catenin signaling activation in the highly permeable and fenestrated vasculature of the circumventricular organs is sufficient for BBB reprograming (Benz et al., 2019; Wang et al., 2019). Furthermore, inducible pan-endothelial Ctnnb1 GOF showed some overlap with genes dysregulated in *Ctnnb1*^*OE*−*EC*^ LSEC despite using different Cre lines (Munji et al., 2019). Vice-versa, loss of Wnt-signaling activity impairs brain endothelial differentiation by downregulating TJ molecules and transporter proteins, while increasing the expression of the plasmalemma vesicle–associated protein (PLVAP) (Liebner et al., 2008; Stenman et al., 2008; Daneman et al., 2009). However, the expression of TJ molecule Cldn5 was not enhanced in *Ctnnb1*^*OE*−*EC*^ LSEC, which could be a result of maintained expression of LSEC master regulator GATA4. Notably, PLVAP knockout mice developed a reduction of LSEC fenestrations, which led to elevated serum levels of triglycerides, low-density lipoprotein, and cholesterol due to retention of chylomicron remnants in the blood. The authors speculated that compensatory hepatocyte *de novo* lipogenesis was responsible for steatosis, steatohepatitis, and liver fibrosis (Herrnberger et al., 2014). *Ctnnb1*^*OE*−*EC*^ mice neither showed liver steatosis nor fibrosis, which argue against reduced PLVAP expression as a main driver of isolated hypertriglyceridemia in *Ctnnb1*^*OE*−*EC*^ mice.

As only microvascular ECs in the liver with sinusoidal differentiation allow filtration of chylomicron remnants from the blood (Fraser et al., 1995; Cogger et al., 2006), β-catenin-mediated transdifferentiation of liver sinusoids with partial BBB reprograming in *Ctnnb1*^*OE*−*EC*^ mice may impair uptake of chylomicrons and subsequently lead to elevated serum lipid levels. However, these metabolic alterations are in contrast with previous results, showing that neither sinusoidal capillarization with loss of fenestrations and formation of a basement membrane in Gata4-deficient LSEC (*Gata4*^*LSEC*−*KO*^), nor partial sinusoidal capillarization/trandifferentiation in mice with enhanced Notch signaling in LSECs (*NICD*^*OE*−*HEC*^) are associated with reduced levels of serum cholesterol and triglycerides (Wohlfeil et al., 2019; Winkler et al., 2021). This argues against a general impairment of lipid transfer into the space of Disse during sinusoidal capillarization/transdifferentiation and indicates that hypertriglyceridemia in *Ctnnb1*^*OE*−*EC*^ mice is a result of β-catenin-mediated LSEC transdifferentiation by impaired transendothelial transport mechanisms and/or by altered angiocrine signaling that control hepatocyte lipogenesis/lipolysis.

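On the arrays, the mean log2 value of Apln was 3.42 ± 0.16 (SD, n = 4) in Ctnnb1WT and 6.78 ± 0.57 (SD, n = 4) in Ctnnb1OE-EC LSECs, a 10.3-fold difference. Of all rows, 2 had a larger increase than Apln, and 1 of these, Slc35f2, passed the test, so Apln had the second largest increase among the rows that passed. The Ctnnb1WT means of Apln and Slc35f2 (3.42 and 3.02) lie below the array median of 4.20, where signal and background are not separated, so the fold and this order are uncertain. Its adjusted p from limma lay between 0.000172 and 0.00450 when any single sample was left out.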

Among the *de novo* expressed genes in *Ctnnb1*^*OE*−*EC*^ LSEC, *Apln* was found as the second most upregulated gene. Apelin (APLN) is a secreted peptide, which is widely expressed in different cell types, including CECs and is also known as a regulator of transendothelial lipid transport (Hwangbo et al., 2017). Mice with *Apln* knockout become obese and show more fat deposition as a consequence of increased vascular permeability with greater uptake of fatty acids. On the other hand, transgenic *Apln* mice that express apelin under the transcriptional control of the keratin 14 promoter are protected from obesity and show a reduced endothelial permeability (Sawane et al., 2011, 2013). Interestingly, Huang and colleagues were able to show that also Apln signaling in hepatocytes protects against lipid accumulation in the liver (Huang et al., 2017). As the promoter region of the *Apln* gene has transcription factor–binding sites for Wnt signaling downstream targets *Tcf/Lef* (Chen et al., 2019), *Apln* expression might be transcriptionally activated by Wnt-β-catenin signaling activation in *Ctnnb1*^*OE*−*EC*^ LSECs. This is in line with silencing experiments of β-catenin in pulmonary ECs showing that *Apln* mRNA and protein expression were reduced (Alastalo et al., 2011). Thus, in *Ctnnb1*^*OE*−*EC*^ mice *de novo Apln* expression in transdifferentiated LSECs may be involved in dysregulated lipid homeostasis. Yet, one has to consider that aberrant *Apln* expression is also found in CD34^+^ capillarized LSECs in liver fibrosis (Winkler et al., 2021) and cirrhosis (Yokomori et al., 2012) and also pro-angiogenic effects were similar to the vascular apelin signaling (Helker et al., 2020).

Together, normal sinusoidal differentiation is decisive for the fulfillment of the typical LSEC functions such as scavenging, immunoregulation, protection against stellate cell activation, and fibrosis, but also for the angiocrine regulation of liver regeneration and iron metabolism (Poisson et al., 2017; Shetty et al., 2018; Lafoz et al., 2020; Koch et al., 2021). While endothelial Wnt-signaling activity is largely confined to brain ECs for the maintenance of the BBB (Sabbagh et al., 2018), here we can show for the first time that low-level liver endothelial Wnt-signaling *in vivo* is crucial for maintaining sinusoidal differentiation, which is required for regulation of proper hepatic lipid metabolism. Further research is necessary to analyze the specific contributions of LSECs in hepatic fat absorption and metabolism. Future work will have to address which angiocrine signaling pathways may be involved in this process, extending the knowledge that liver endothelial fatty acid absorption is not mainly a passive mechanism mediated by open fenestrations in LSECs. This is of particular interest as dyslipidemia is a major risk factor for cardiovascular disease.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found at: https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE175777.

## Ethics Statement

The animal study was reviewed and approved by Regional Council Karlsruhe. Written informed consent was obtained from the owners for the participation of their animals in this study.

## Author Contributions

P-SK, KSa, SG, and VO: study concept and design. P-SK, KSa, JHeil, CDS, SK, JHo, MW, CT, CS, KSc, MT, FT, JHein, CG, SG, and VO: experimental work, analysis, and interpretation of data. P-SK, KSa, and VO: writing original draft. All authors writing and reviewing the manuscript before submission.

## Funding

This work was supported by the Deutsche Forschungsgemeinschaft (DFG, German Research Foundation)—Project number 259332240—RTG 2099 (to CG, SG, and P-SK), Project number 5454871—SFB TR23 (to CG and SG), Project number 394046768—SFB 1366 (to CG, SG, and P-SK), Project number 413262200—ICON/EB 187/8-1 and Project number 314905040—CRC/SFB-TR 209 (to SG). The authors gratefully acknowledge the data storage service SDS@hd supported by the Ministry of Science, Research and the Arts Baden-Württemberg (MWK) and the German Research Foundation (DFG) through grant INST 35/1314-1 FUGG and INST 35/1503-1 FUGG. The funders had no role in study design, data collection and analysis, decision to publish, or preparation of the manuscript.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Imbalanced Activation of Wnt-/β-Catenin-Signaling in Liver Endothelium Alters Normal Sinusoidal Differentiation
**Source:** Front Physiol. 2021 Sep 29;12:722394. doi: 10.3389/fphys.2021.722394
**Supplement:** Supplementary file 1

Supplementary Material

1. Supplementary Figure Legends

Supplementary Figure 1. *Clec4g-iCre;R26YFP* mice show a pan-endothelial reporter activity in the heart. Immunofluorescence (IF) staining for endothelial markers of *Clec4g-iCre;R26YFP* hearts. **(A)** Co-IF of YFP, DAPI, CD31 and smooth muscle alpha-actin (α SMA) shown as single-channel and merged photomicrographs (n = 3). Scale bars: 100 μ m. **(B)** Co-IF of YFP, DAPI, Emcn and LYVE1 shown as single-channel and merged photomicrographs (n = 3). Scale bars: 100 μ m.

Supplementary Figure 2. *Ctnnb1^{OE-EC}* mice display a progressive dilated cardiomyopathy. **(A)** Left ventricle (LV) volume, **(B)** LV posterior wall thickness, **(C)** LV anterior wall thickness, and **(D)** cardiac output as determined by echocardiography of 2, 4 and 6 weeks old *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n $\geq$ 3). Results are represented as mean $\pm$ S.E.M. *, p < 0.05; **, p < 0.01; ***, p < 0.001.

Supplementary Figure 3. No major differences in H&E stainings of internal organs of *Ctnnb1^{OE-EC}* mice. H&E staining for sections from kidney, lung, spleen, brain (scale bar: 100 μ m) and intestine (scale bar: 500 μ m) of 2-3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 3).

Supplementary Figure 4. Livers of *Ctnnb1^{OE-EC}* mice do not show major differences in routine stainings or alterations in metabolic zonation and perisinusoidal collagen deposition. **(A)** Co-IF staining of DAPI, Collagen I (Col I), Collagen III (Col III) and Collagen IV (Col IV) in the liver of 2-3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 4). Scale bar 100 μ m. **(B)** H&E, PAS and Prussian blue staining of liver sections from 2-3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 3). **(C)** Co-IF of DAPI, Emcn and CypcE1 in the liver of 3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 4). Scale bars: 100 μ m. **(D)** qRT-PCR for *Hamp* of cDNA from whole liver

lysates of 3 months old female *Ctnnb1^{OE-EC}* mice compared to corresponding *Ctnnb1^{WT}* controls (n = 3). β -Actin was used as housekeeping gene. n.s., not significant.

Supplementary Figure 5. No major differences in selected LSEC-associated markers in livers, as well as in the hepatic vascular density of *Ctnnb1^{OE-EC}* mice. (A) Co-IF and quantification of DAPI, Emcn and Cldn5 in the liver of 3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 4). Scale bars: 100 μ m. Results are represented as mean $\pm$ S.E.M.. n.s., not significant. (B) Co-IF of DAPI, Podocalyxin (Podxl) and CD31 and quantification of Podxl and CD31 in the liver of 3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 5). Scale bars: 100 μ m. Results are represented as mean $\pm$ S.E.M.. n.s., not significant. (C) Co-IF of DAPI, CD32b and Cav1 in the liver of 3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 4). Scale bars: 100 μ m. (D) *Stab1* and *Stab2* mRNA RNAScope® *in situ* hybridization assay of 3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice liver sections (n = 4). Scale bar 50 μ m. (E) qRT-PCR for *Stab1* and *Stab2* of cDNA from freshly isolated LSECs of 2 months old *Ctnnb1^{OE-EC}* mice compared to corresponding *Ctnnb1^{WT}* controls (n = 3). β -Actin was used as housekeeping gene. n.s., not significant.

Supplementary Figure 6. No major differences in selected CEC-associated markers in livers from *Ctnnb1^{OE-EC}* mice. (A) qRT-PCR for *KDR/VEGFR2* and *Cav1* of cDNA from freshly isolated LSECs of 2 months old *Ctnnb1^{OE-EC}* mice compared to corresponding *Ctnnb1^{WT}* controls (n = 3). β -Actin was used as housekeeping gene. n.s., not significant. (B) Co- IF staining of DAPI, CD31, ICAM1, VCAM and VE-Cadherin in the liver of 2-3 months old female *Ctnnb1^{WT}* and *Ctnnb1^{OE-EC}* mice (n = 4). Scale bar 100 μ m.

2. Supplementary Figures

(A) *Clec4g-iCre;R26YFP*

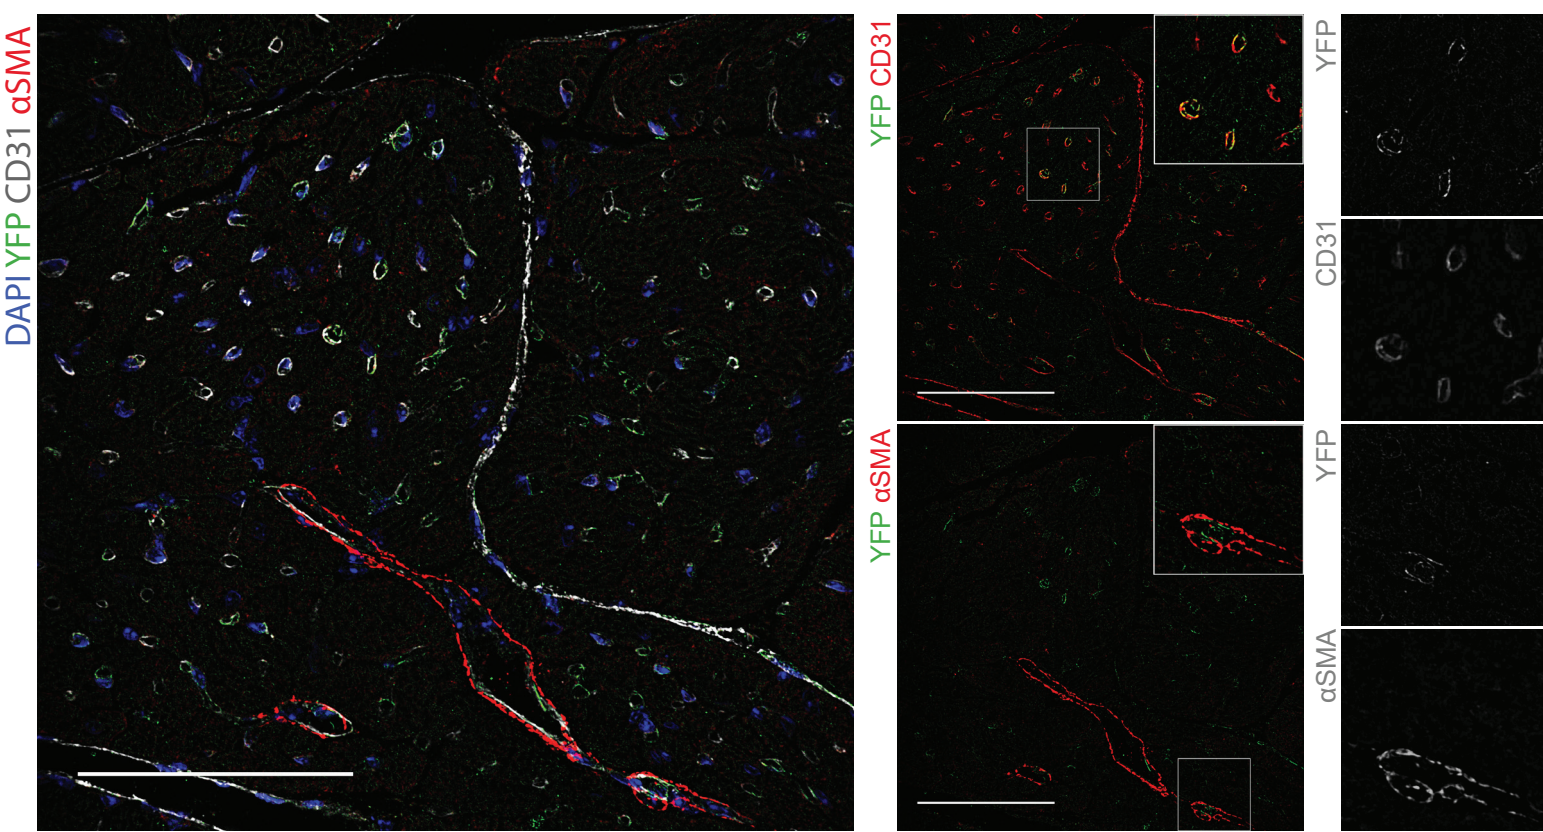

(B) *Clec4g-iCre;R26YFP*

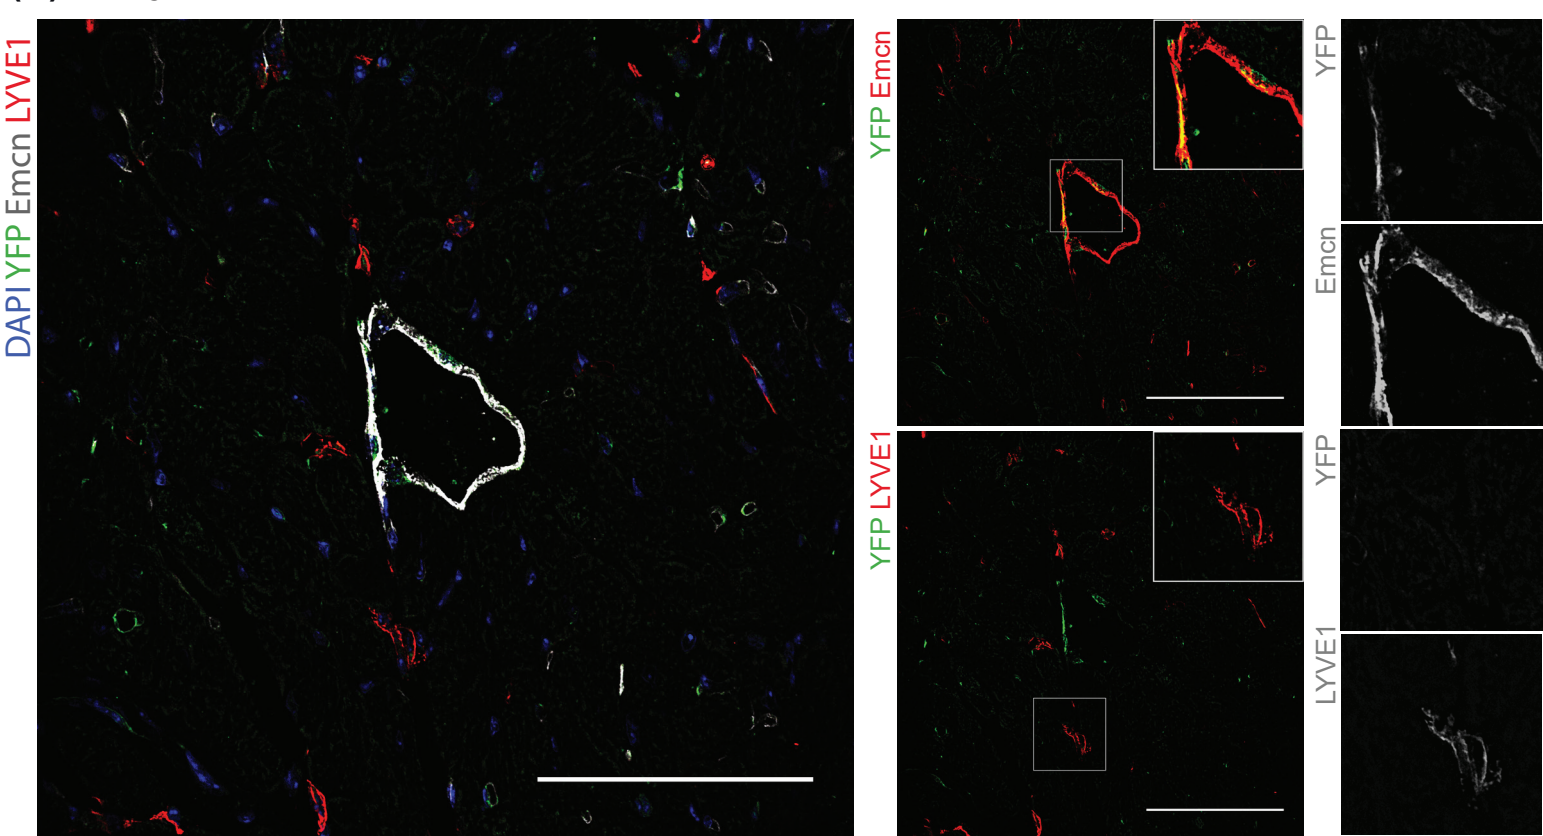

Supp. Fig. 1.

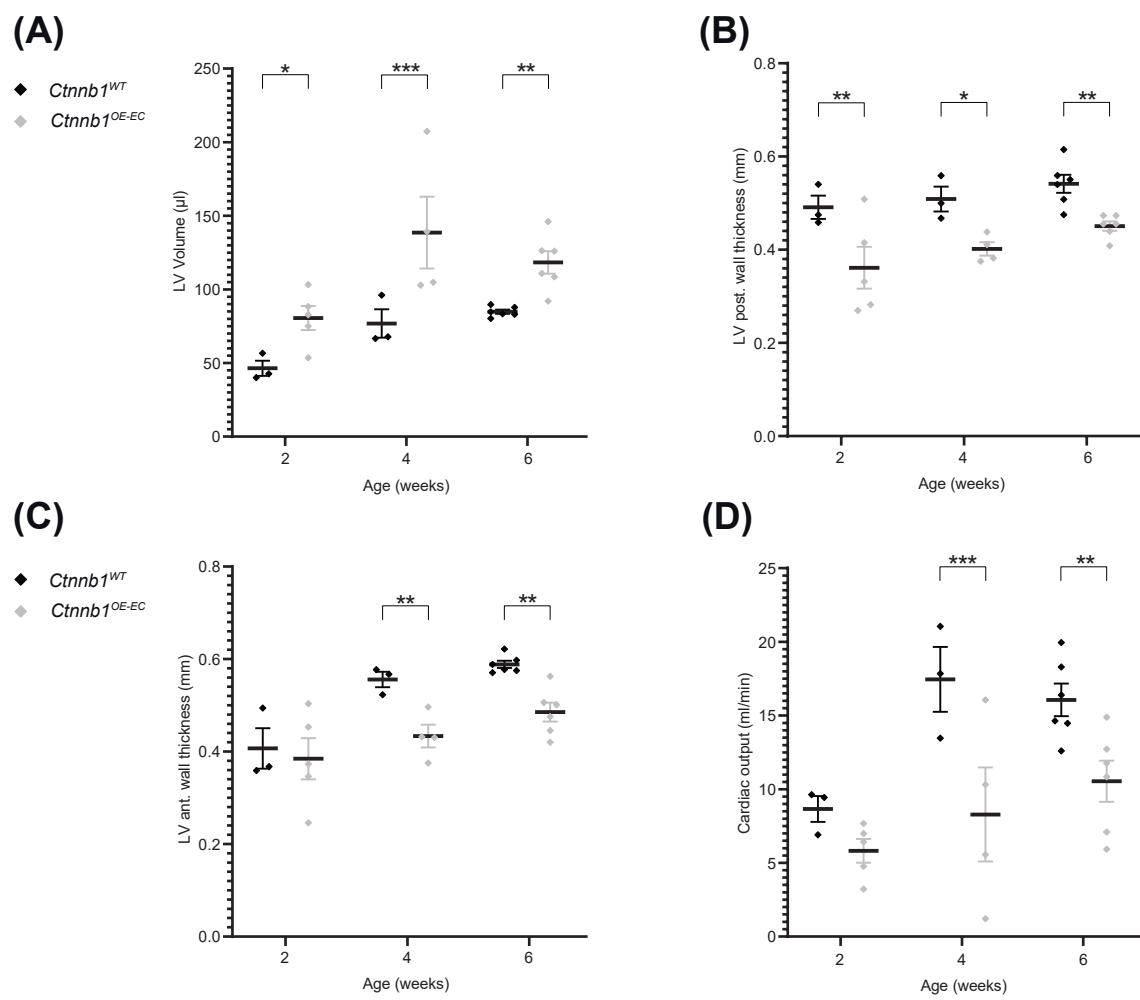

Supp. Fig. 2.

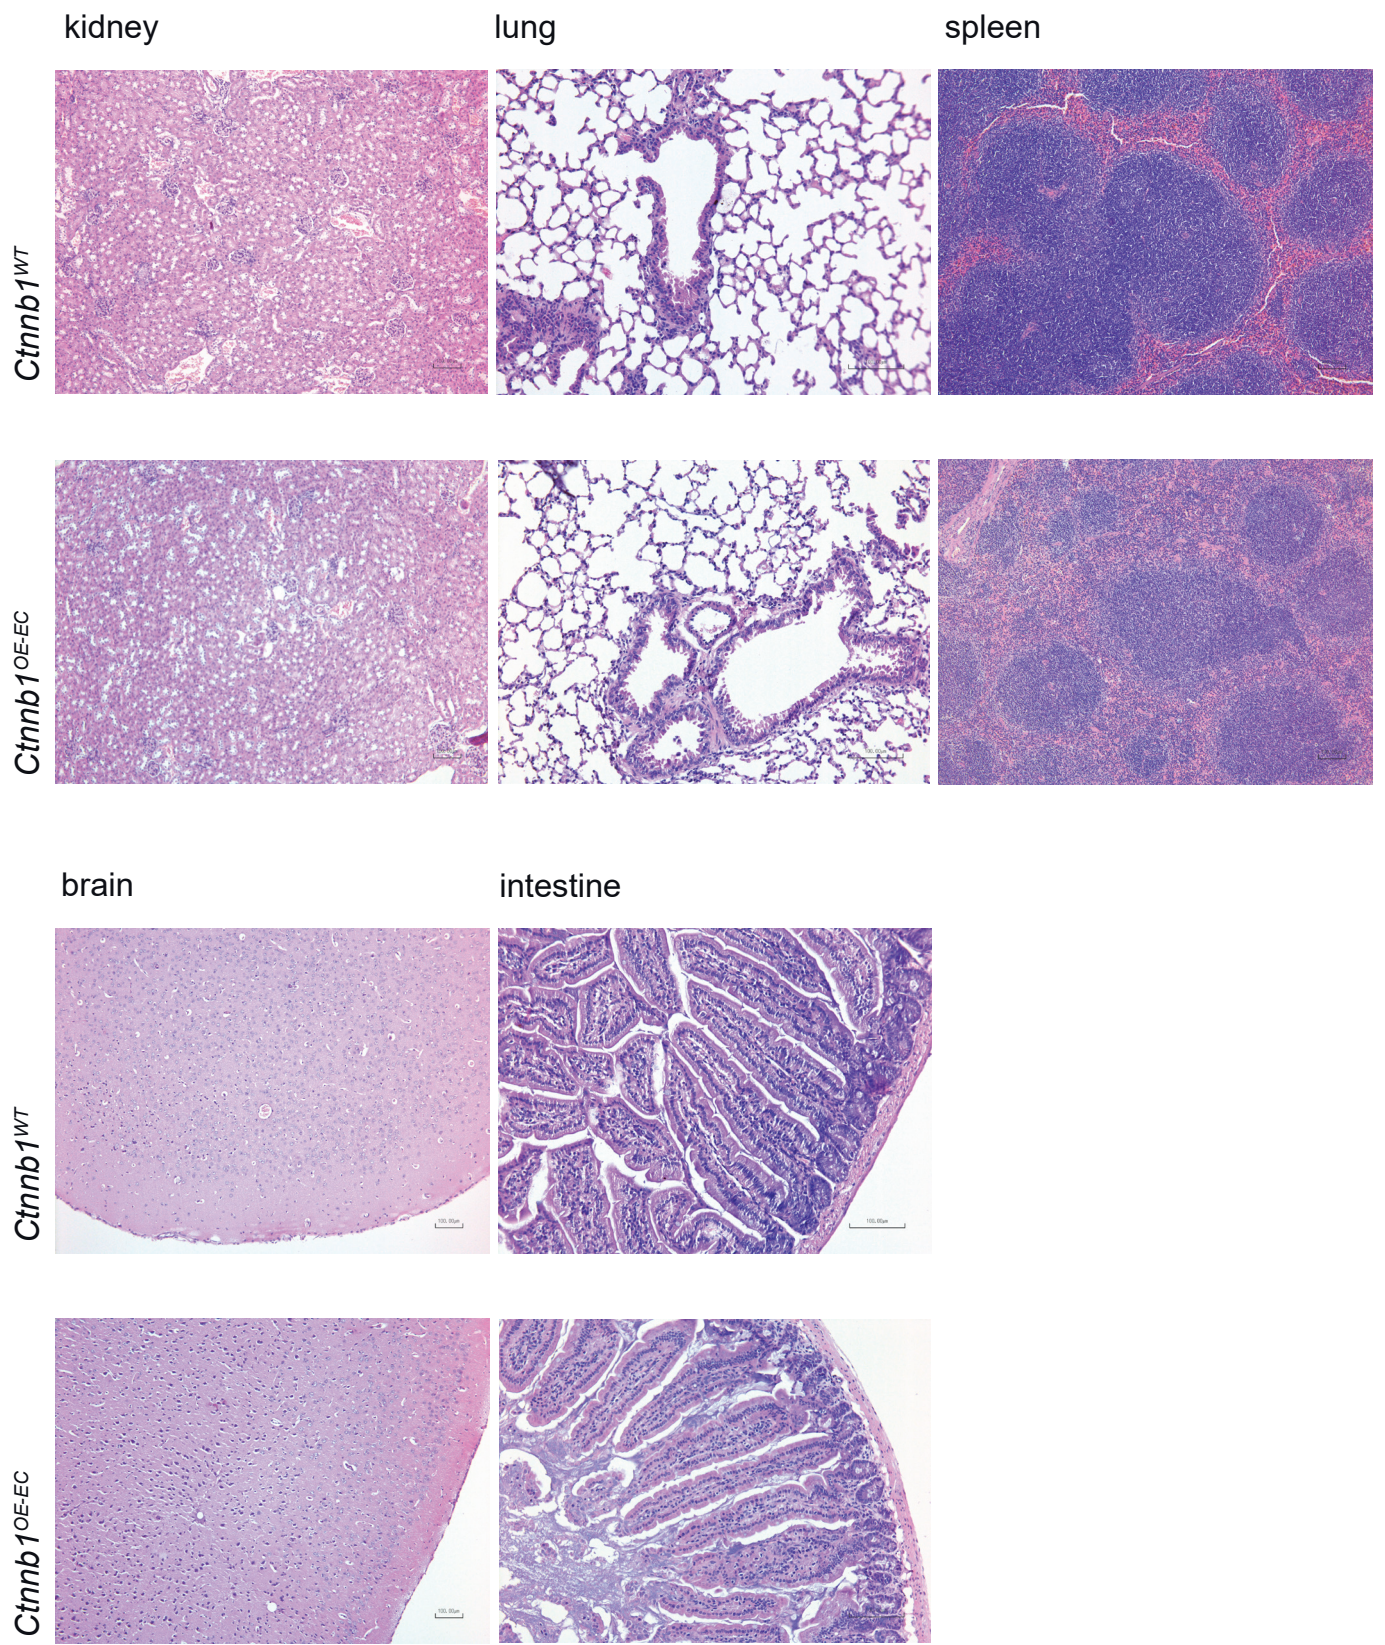

Supp. Fig. 3.

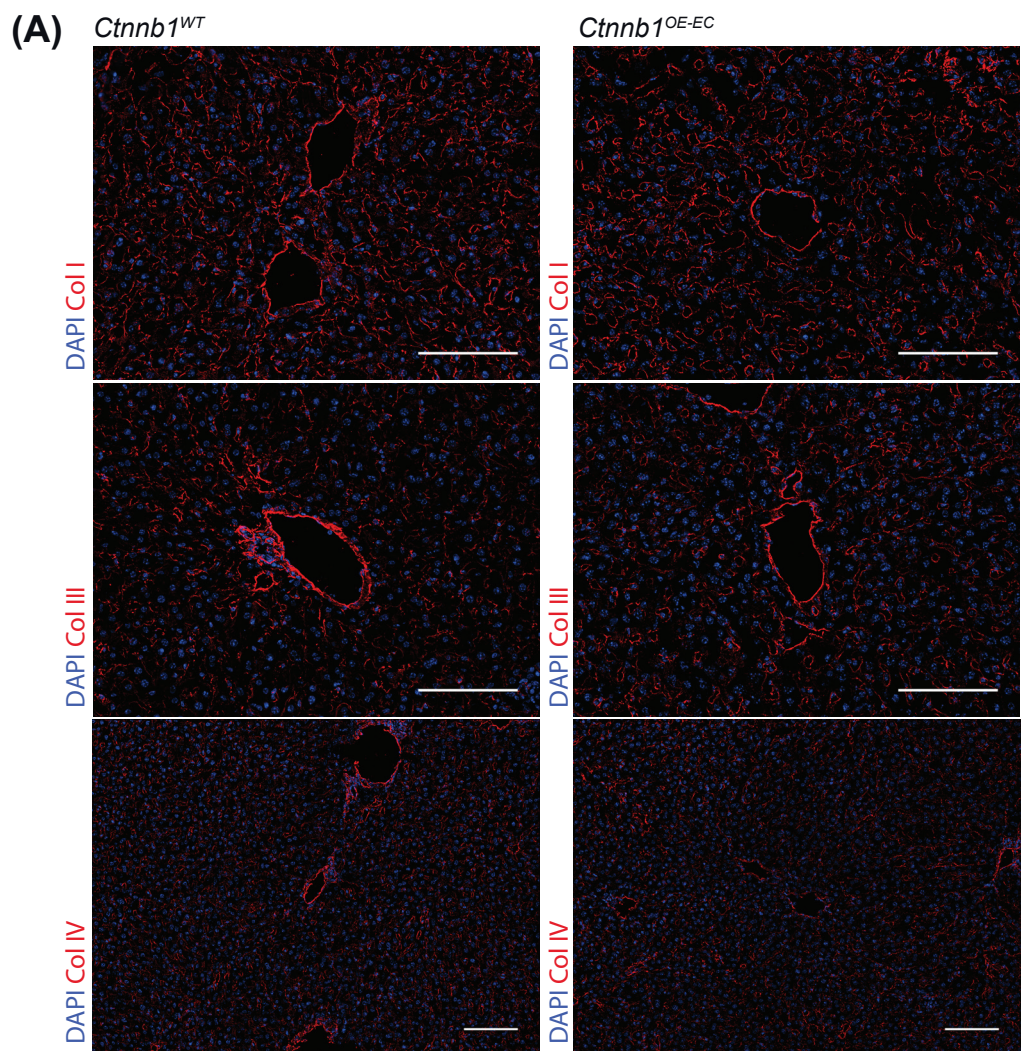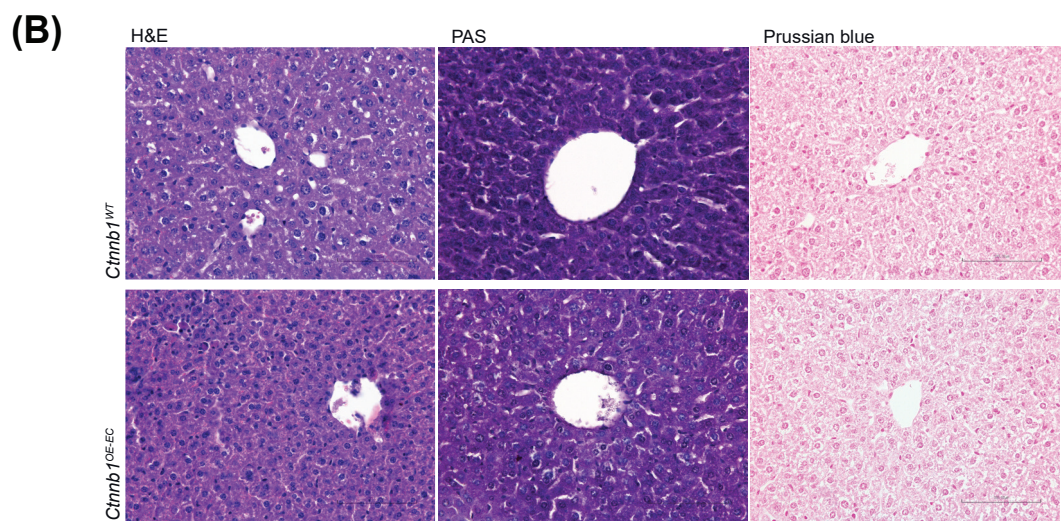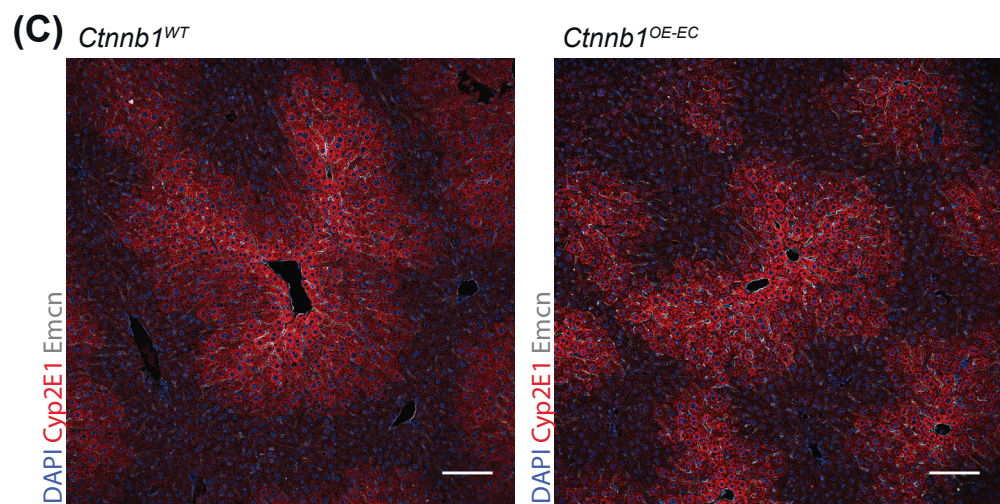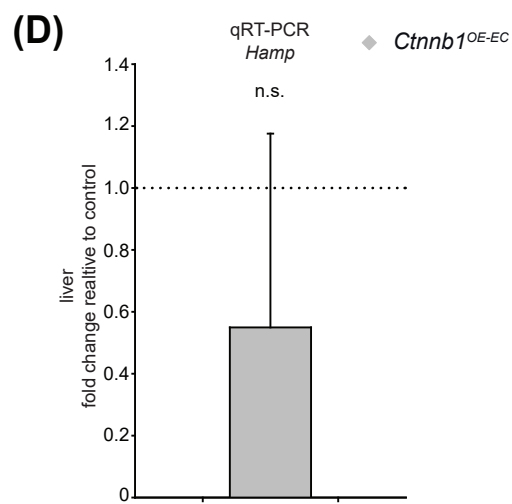

Supp. Fig. 4.

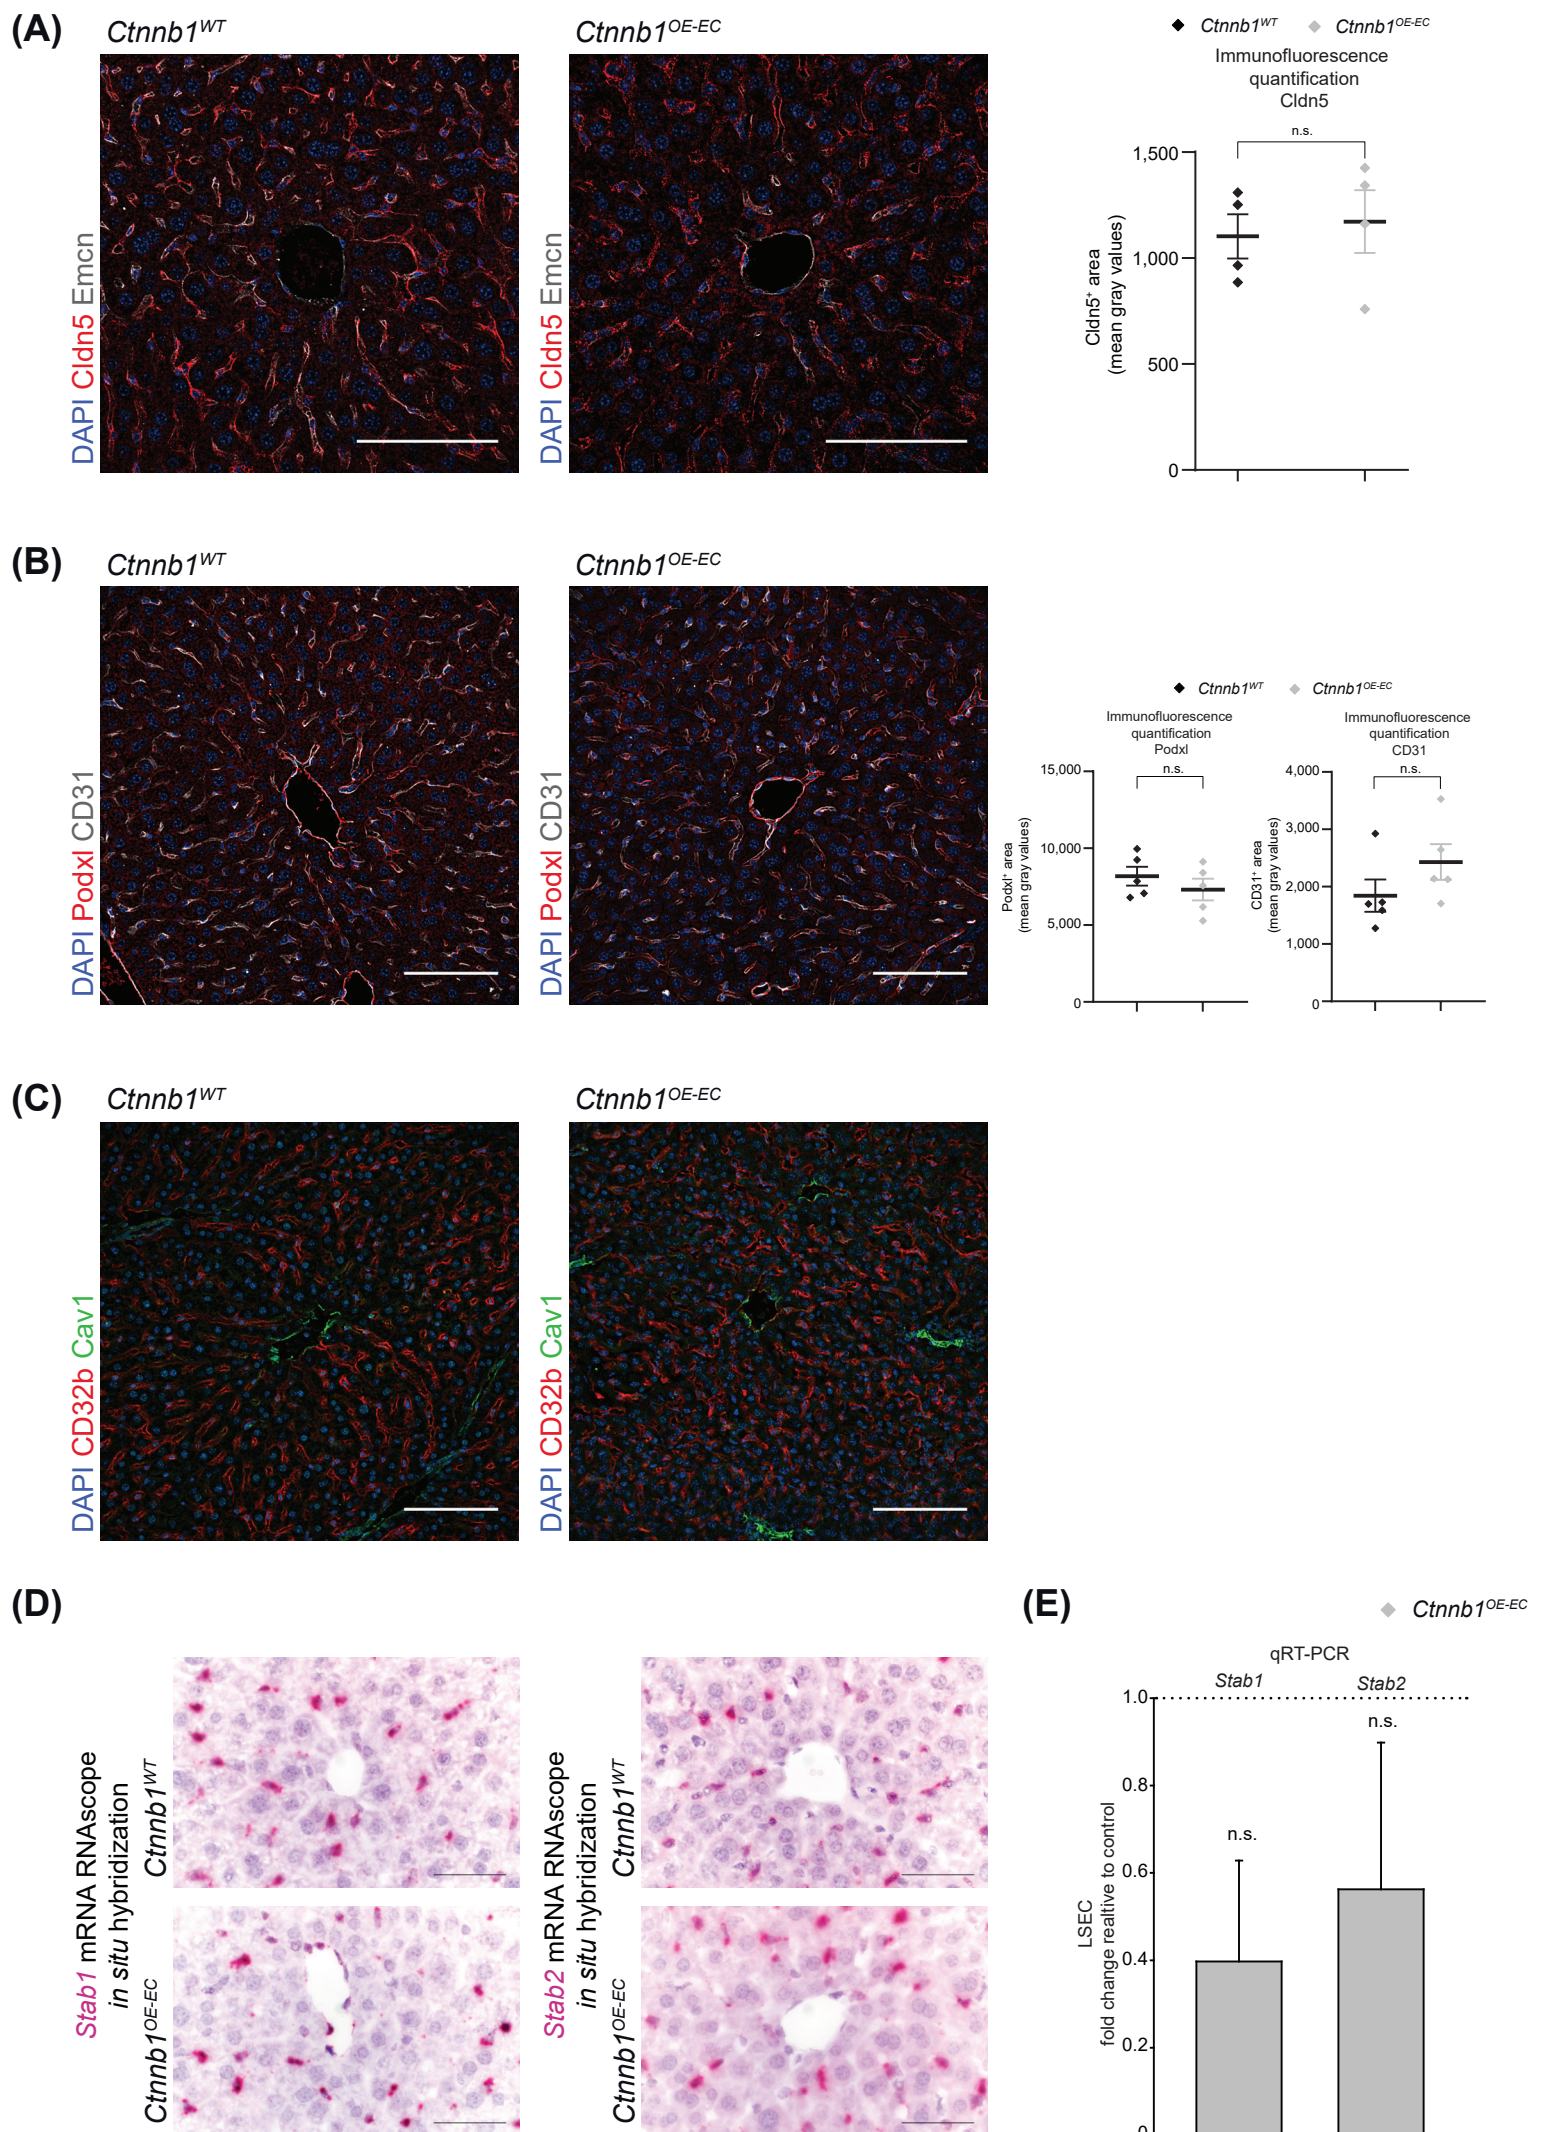

Supp. Fig. 5.

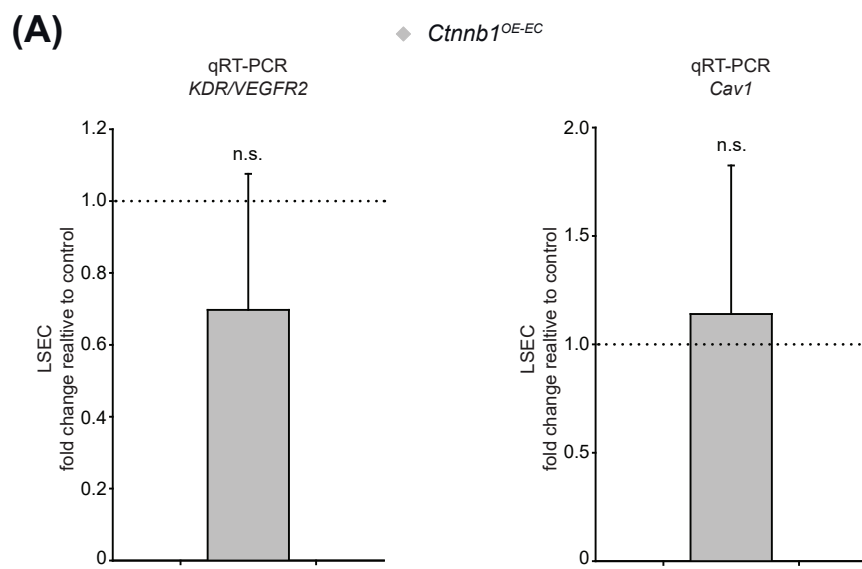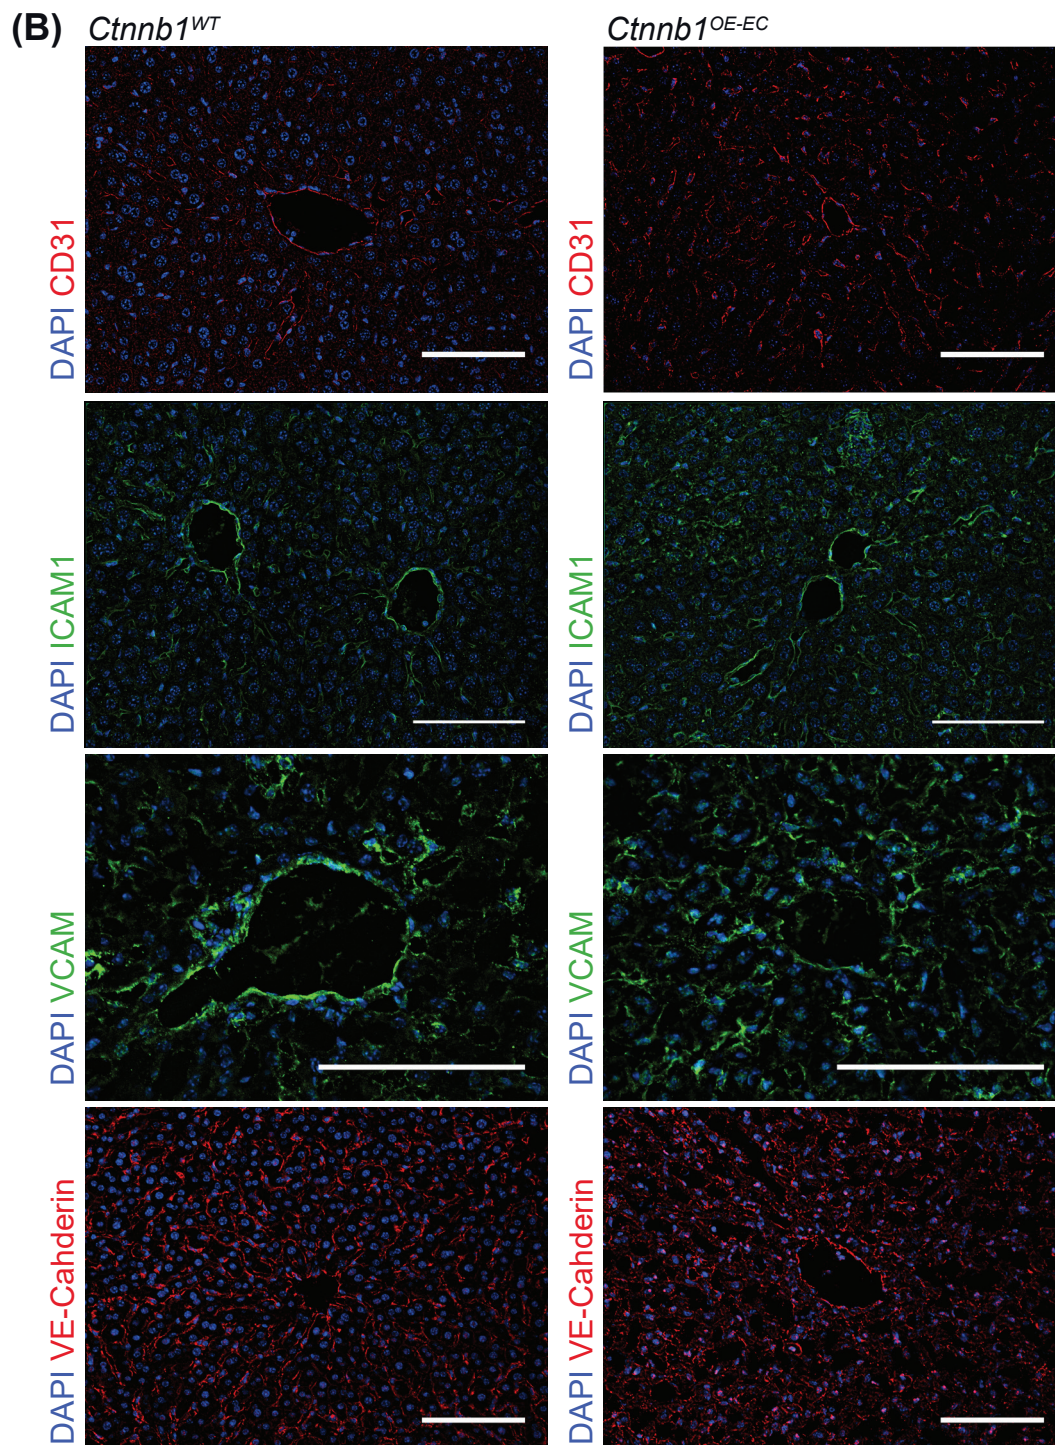

Supp. Fig. 6.

How the deposited data were processed for this re-analysis (not part of the article)

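RNA of LSECs isolated with CD146 beads from 2-month-old female mice was measured on 8 Affymetrix mouse gene arrays, 4 of Ctnnb1WT and 4 of Ctnnb1OE-EC, each with the RNA of cells pooled from livers of 2 mice. The authors used a Custom CDF of version 22 with Entrez-based gene definitions, robust multiarray analysis (RMA) for the background and quantile normalization, and the deposited values are on the log2 scale. The version of RMA is not named in the paper's text. The log2 base was checked against Table 1 of the paper, whose fold changes are met by 2 to the power of the difference of the group means. The sorted values of any pair of the 8 samples differed by at most 0.00183, so the normalization is already in the values. No pair of samples was identical (0 pairs), and no sample was left out. The number of arrays limits the precision of each value.

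The condition of each sample was taken from its label. Rows were named by the Entrez identifier with mouse gene symbols of assembly GRCm38.p6, and 3 genes of Table 1 were found through an older symbol. The 723 rows without a symbol here were tested but not named. A few items are not reported here.

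The genotypes were compared with limma 3.58.1 in R 4.3.3, by a linear model with group means and moderated statistics (eBayes without trend and not robust, prior degrees of freedom 3.21), two-sided, with Benjamini-Hochberg adjustment over all rows and a threshold of 0.05. No normalization, filter on low values or covariate was added. The counts over 2-fold take calls with an absolute log2 fold change over 1. Single genes were also compared with a two-sided exact permutation test over all 70 assignments of the samples, for which 0.0286 is the smallest p. The test of the paper's methods, an analysis of variance for each gene with false discovery rate adjustment, was run on the same values as an alternative and is called the methods' test.

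The 27 gene lists were written from general knowledge before the data were examined, and they are not the hallmark, LSEC, CEC or brain endothelial lists that the study used. The paper's tables, which rest on these same samples, had been seen by then. Some lists hold genes of Table 1, so the lists are not fully independent of the data. They cover targets of Wnt signaling, nucleolar and ribosome biogenesis, cholesterol synthesis, G2 and M phase, DNA replication, vesicle and Golgi transport, LSEC, CEC, brain, tip, arterial, central vein and lymphatic endothelial cells, angiocrine factors, lipid handling, junctions, basement membrane, hypoxia, dissociation stress, and the cell types that an isolation with CD146 beads could hold (hepatocytes, Kupffer cells, stellate cells, B cells, T and NK cells, neutrophils and monocytes, erythroid cells and megakaryocytes, cholangiocytes). Each was tested with limma's camera at a preset inter-gene correlation of 0.01, which sets the list against all other rows, with adjustment over the 27 lists. Alternatives were camera with an estimated correlation, camera on the log2 fold changes, fry, which asks whether the genes of a list move on balance one way, and fgsea 1.28.0 on the ranked moderated statistic with a fixed seed. The mouse Reactome sets that come with fgsea, 1457 in all, were tested in the same way where 15 to 300 members were measured. The mean of a list in a sample is the mean of its log2 values after the Ctnnb1WT mean of each gene was subtracted. Lists of genes of pancreatic acinar cells, adrenal cortex, smooth muscle and the circadian clock were added after the values of single samples were seen.

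Genes were chosen for the text by a rule written before the data were examined, for which values in the paper's tables count as seen: the 12 named genes with the largest increase and the 12 with the largest decrease among those past the threshold with separated groups, the genes that the paper names, up to 4 genes of each list with the smallest p together with a fixed set of endothelial genes, and up to 3 genes with the largest change from each list of another cell type.

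Settings chosen before the data were examined were the methods' test, a trended and robust variance prior (statmod 1.5.0), array weights, quantile normalization applied again, centring of each array on its median, filters on rows below the median or the 25th percentile of row means, rows with 1 gene symbol alone, the replicate number as a block, each sample left out in turn, and adjusted p thresholds of 0.01 and 0.1. Added after the data were seen were leaving out Ctnnb1OE-EC replicates 3 and 4 together, the mean of the acinar or of the clock genes as a covariate, and an exact permutation test of the list means. The labels do not say whether the replicate numbers pair the samples, and the samples were not treated as paired. In 1 of 4 same-numbered pairs, that of replicate 1 (0.253), the correlation of the deviations from the group means was over 0.1. These correlations cannot decide whether same-numbered samples were isolated together. The tests were checked on 25428 simulated rows with the row means and spreads of these arrays, in which limma found 76% of 100 rows changed by 1 on the log2 scale and 98% of 100 rows changed by 2, with 11 false calls among the rows left unchanged. The methods' test found 52% and 89% of the same rows, with 5 false calls. Each row was drawn by itself. Genes that move together in part of the samples, as on these arrays, were not simulated, so the false calls may differ in the real data.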

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

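The rule for single samples far from the others was set before the data were examined, but 4 of the gene lists it was applied to were added after the values of single samples were seen. For each gene named in the text and each gene list, the gap of the highest or lowest of the 4 samples of a genotype to the nearest of the others was divided by the range of the group and set against Dixon's critical value of 0.829 (95%). Of 250 groups tested, 13 lay above it, where 12.5 are expected by chance.

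Slc35f2 was higher in Ctnnb1WT replicate 4 (log2 value 3.26, others 2.92 to 2.97, ratio 0.857) and lower in Ctnnb1OE-EC replicate 2 (7.72, others 8.27 to 8.32, ratio 0.912). Flrt1 was higher in Ctnnb1OE-EC replicate 2 (6.65, others 5.51 to 5.52, ratio 0.991), and Jam3 was lower in the same sample (5.96, others 6.21 at most, ratio 0.972). Plk1 and Pdgfb were lower in Ctnnb1WT replicate 1 (4.77, others 5.73 to 5.79, ratio 0.945, and 5.47, others 6.30 to 6.44, ratio 0.849). Clec4g was higher in Ctnnb1WT replicate 1 by a small amount (12.92 against 12.87, ratio 1), and Kdr in Ctnnb1WT replicate 2 (12.67 against 12.60, ratio 0.993). Lamc1 was lower in Ctnnb1OE-EC replicate 1 (8.77, others 9.12 to 9.15, ratio 0.924).

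In Ctnnb1OE-EC replicate 4, the mean relative to Ctnnb1WT was lower for the cholesterol synthesis genes (-0.22, others 0.17 to 0.20, ratio 0.912) and for the G2 and M phase genes (-0.05, others 0.62 to 0.65, ratio 0.957), and higher for the cholangiocyte markers (0.51, others -0.07 to -0.02, ratio 0.911). In Ctnnb1OE-EC replicate 2 the mean of the angiocrine factors was lower (-0.59, others -0.01 to 0.08, ratio 0.866).

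Among the genes with the largest changes that passed the test, 10 are not discussed in the paper. Of these, Cd209a, a C-type lectin, had a log2 fold change of 3.05, which is uncertain because its Ctnnb1WT mean of 3.77 lies below the array median of 4.20, Apcdd1, a Wnt inhibitor, 2.98, Tgfb2, a ligand of TGF-β signaling, 2.95, and Fn1, the matrix protein fibronectin, 2.66. Lower in Ctnnb1OE-EC LSECs were Enpp6, a choline phosphodiesterase (-2.16), Gm19461, a predicted gene (-2.09), Ang, the ribonuclease angiogenin (-1.94), Pnp2, a purine nucleoside phosphorylase (-1.93), Rarb, a retinoic acid receptor (-1.83), and Ackr4, a scavenging receptor of chemokines (-1.69). None of the 10 passed the methods' test (adjusted p = 0.0911 for Apcdd1 to 0.207 for Cd209a), and Cd209a, Tgfb2 and Fn1 did not pass with the trended and robust prior (0.0953, 0.0630 and 0.108) or with the clock covariate (0.130, 0.0875 and 0.103), nor Cd209a with array weights (0.0974). The clock covariate also ended the calls of Ang (0.0647), Pnp2 (0.0932) and Ackr4 (0.0619), and the acinar covariate that of Fn1 (0.0616). Without Ctnnb1OE-EC replicates 3 and 4 together, a choice made after the values were seen, as were the covariates, Ackr4 alone of the 10 passed, with an adjusted p of 0.287 for Cd209a, 0.0781 for Apcdd1, 0.229 for Tgfb2, 0.264 for each of Fn1 and Ang, 0.206 for Enpp6, 0.0920 for Gm19461, 0.0909 for Pnp2 and 0.152 for Rarb. Apcdd1 and Gm19461 passed without each single sample in turn. Without Ctnnb1OE-EC replicate 3 the other 8 did not pass, with an adjusted p of 0.155 for Cd209a, 0.102 for Tgfb2, 0.146 for Fn1, 0.0810 for Enpp6, 0.138 for Ang, 0.117 for Pnp2, 0.0632 for Rarb and 0.0753 for Ackr4. Other single samples also ended a call. Without Ctnnb1WT replicate 1 the adjusted p was 0.151 for Cd209a, 0.0968 for Tgfb2, 0.0837 for Fn1, 0.121 for Ang and 0.0762 for each of Pnp2 and Ackr4. Without Ctnnb1WT replicate 2 it was 0.0587 for Tgfb2, 0.122 for Fn1, 0.0994 for Pnp2, 0.0571 for Rarb and 0.0704 for Ackr4, and without Ctnnb1WT replicate 3 it was 0.128 for Cd209a, 0.0778 for Tgfb2, 0.0763 for Fn1, 0.0636 for Ang, 0.0877 for Pnp2 and 0.0634 for Ackr4. Without Ctnnb1WT replicate 4 it was 0.149 for Cd209a, 0.0537 for Tgfb2, 0.0797 for Fn1, 0.0857 for Enpp6, 0.102 for Ang, 0.0953 for Pnp2, 0.0649 for Rarb and 0.0756 for Ackr4. Without Ctnnb1OE-EC replicate 1 it was 0.117 for Cd209a, 0.0770 for Tgfb2, 0.0919 for Fn1, 0.0585 for Enpp6, 0.0513 for Pnp2 and 0.0518 for Rarb, without Ctnnb1OE-EC replicate 2 it was 0.0826 for Ang, and without Ctnnb1OE-EC replicate 4 it was 0.107 for Cd209a, 0.0765 for Tgfb2, 0.102 for Fn1, 0.0688 for Enpp6 and 0.0903 for Ang.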

How the results depend on the processing

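Leaving out Ctnnb1OE-EC replicates 3 and 4 together, the acinar and clock gene covariates and the exact permutation test of list means were chosen after the data were seen, and the other settings before. Of 94 named genes, 39 were called, of which 24 passed without each single sample in turn and 7 in every planned setting, and 0 of the called genes turned direction. Over all settings, single genes kept direction and side of the threshold 1684 times, lost the call 162 times and gained one 16 times, and lists did so 493, 83 and 18 times. Quantile normalization again and median centring each gave 234 calls, array weights 269, the trended and robust prior 292, the filters at the median and the 25th percentile of row means 284 and 245, rows with 1 symbol 225 and the acinar covariate 191, all within 1.5 times. Named genes below a filter on low values have no value there. Fewer samples or another threshold lower or raise a count by construction, and for the other changes the cause was not tested. The arrays have no count of molecules behind a value, so near the lowest log2 values (1.53 at the least) signal cannot be separated from background and a fold change against such a value is uncertain.

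For the count of genes, 1 of 35 splits of the samples into 4 and 4, the real one, gave as many (234, highest other 23). This is the smallest share that 35 splits allow, so chance is made less likely but is not excluded. The other splits mix the genotypes, so a true difference adds to the spread within their groups. Chance is not made less likely for the gene lists (4 of 35 splits, 14 against 14 in the highest other) or the Reactome pathways (6 of 35 splits, 70 against 181), where other splits give as many or more than the real one. A split with unequal numbers of the genotypes in its groups keeps part of their difference. That holds for the split with 181 pathways (Ctnnb1WT replicates 1, 3 and 4 with Ctnnb1OE-EC replicate 4). It holds for those with 14 lists that join the same Ctnnb1WT samples with Ctnnb1OE-EC replicate 1 or 2, but another split with 14 lists was balanced. Camera with the preset correlation takes no account of the correlation measured between genes, and how far these counts come from it or from a structure of the samples was not tested.

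The methods' test gave 20 calls (14 higher, 6 lower), 16 of them over 2-fold, and 19 of Table 1. A threshold of 0.01 gave 68 (48 and 20, 61 over 2-fold) and of 0.1 gave 386 (210 and 176). Without Ctnnb1OE-EC replicates 3 and 4 there were 61 calls (43 and 18, 55 over 2-fold), 39 of Table 1 and 9 lists, and with the clock covariate 140 (90 and 50). Of the fold changes of Table 1, 0 were met with 10 to the power of the difference.

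Whether the replicate numbers pair the samples is not given by the labels and was not settled here. With the replicate number as a block there were 86 calls (59 and 27, 74 over 2-fold), 84 of them among the 234, and 51 of Table 1, with 4 Reactome pathways down, and the lymphatic list turned direction (0.990). The block spends degrees of freedom, so a call lost under it is not a smaller effect.

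With single samples left out, the count of calls was 92 to 223 (62 to 132 higher, 30 to 91 lower), over 2-fold 73 to 139, of Table 1 69 to 85, and of lists 11 to 15. The adjusted p was 5.04e-07 to 1.54e-05 for Wnt targets, 2.18e-08 to 0.000141 for nucleolar genes, 0.0166 to 0.994 for cholesterol synthesis, 4.61e-14 to 7.07e-06 for G2 and M phase genes, 3.03e-05 to 0.0523 for DNA replication, 5.58e-13 to 2.06e-08 for LSEC, 0.000220 to 0.0201 for CEC and 0.000176 to 0.00696 for brain endothelial genes. The lowest counts of calls were without Ctnnb1WT replicate 4 (92) and Ctnnb1OE-EC replicate 3 (98).

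With an estimated correlation, 0 lists and 0 Reactome pathways up or down passed camera (3 lists and 48 pathways at an unadjusted p under 0.05), with adjusted p of 0.0646 for Wnt targets, 0.437 for nucleolar genes, 0.481 for G2 and M phase and DNA replication genes, 0.168 for LSEC and brain endothelial genes and 0.382 for CEC genes. The estimated correlation was 0.012 for the brain endothelial and 0.020 for the Wnt target list, near the preset 0.01. For these lists the higher adjusted p thus cannot be put down to a high measured correlation. In the other lists that passed at the preset it was 0.046 to 0.837. With fry, 5 lists passed, and nucleolar genes had 0.153 and G2 and M phase and DNA replication genes 0.267. Camera on the log2 fold changes ended the calls of DNA replication (0.0503), vesicle and Golgi (0.0998) and basement membrane genes (0.0683) and added lipid handling (2.08e-06), hepatocyte (3.25e-08) and junction genes (0.0299), and fgsea gave 6 Reactome pathways down. The exact permutation test of list means gave 0 lists (7 at an unadjusted p under 0.05), with 0.110 for Wnt targets, nucleolar, LSEC, CEC and brain endothelial genes and 0.257 for G2 and M phase and DNA replication genes. Its smallest unadjusted p is 0.0286, so after adjustment over 27 lists a list can pass only if many lists reach that p together. Not passing it is therefore no evidence against a list. Without Ctnnb1OE-EC replicates 3 and 4, CEC genes had 0.352 and cholesterol synthesis 0.0329.

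These lists turned direction, with the adjusted p in that setting. Without Ctnnb1OE-EC replicates 3 and 4 they were tip cell (0.705), arterial (0.219), lipid handling (0.705), dissociation stress (0.351), hepatocyte (0.0593), erythroid (0.844) and cholangiocyte (0.778) genes. With array weights they were stellate cell (0.863) and cholangiocyte genes (0.915), with the clock covariate the same lists (0.252 and 0.709), and arterial genes with the acinar covariate (0.897), fry (0.908) and fgsea (0.730). With single samples left out they were, with the range over all such settings, cholesterol synthesis genes (without Ctnnb1WT replicate 3, 0.994), arterial genes (without Ctnnb1WT replicate 1, 0.706, Ctnnb1OE-EC replicate 3, 0.725, or 4, 0.759, range 0.385 to 0.892), lymphatic genes (without Ctnnb1OE-EC replicate 1, 0.438, range 0.438 to 0.967), hepatocyte markers (without Ctnnb1OE-EC replicate 3, 0.979, range 3.42e-05 to 0.979), Kupffer cell markers (without Ctnnb1WT replicate 1, 0.448, or Ctnnb1OE-EC replicate 2, 0.140, range 0.0281 to 0.998), stellate cell markers (without Ctnnb1WT replicate 3, 0.152, range 0.152 to 0.738), B cell markers (without Ctnnb1OE-EC replicate 1, 0.886, range 0.0812 to 0.911) and cholangiocyte markers (without Ctnnb1WT replicate 3, 0.567, or Ctnnb1OE-EC replicate 4, 0.865, range 0.194 to 0.865).

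Of the named genes, 7 turned direction in some setting, with these log2 fold changes. Gata4 had 0.0202 without Ctnnb1OE-EC replicate 4 (range without single samples -0.121 to 0.0202) and 0.110 without replicates 3 and 4. Pdgfb had 0.00647 without Ctnnb1WT replicate 2, 0.0432 and 0.102 without Ctnnb1OE-EC replicates 1 and 2 (range -0.318 to 0.102) and 0.0229 with the clock covariate. Cyp2e1, Cyp3a11 and Apoc3 had 0.0656, 0.0518 and 0.424 without Ctnnb1OE-EC replicates 3 and 4. Cav1 had -0.0237 without Ctnnb1OE-EC replicate 3 (range -0.0237 to 0.268) and -0.248 without replicates 3 and 4, and Cdh5 had 0.00275 and 0.0555 without Ctnnb1OE-EC replicates 1 and 4 (range -0.0747 to 0.0555) and 0.0125 without replicates 3 and 4.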

Differences from the paper's values

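The paper gives 128 significantly dysregulated genes, and limma called 234 rows at the same threshold of 0.05 on the adjusted p. Of the settings chosen before the data were examined, 8 gave a count within 1.5 times the paper's: the replicate block (86) and leaving out Ctnnb1WT replicate 1 (111), 2 (118), 3 (145) or 4 (92) or Ctnnb1OE-EC replicate 1 (129), 3 (98) or 4 (168). The other 12 did not: limma with all samples (234), the methods' test (20), the trended and robust prior (292), array weights (269), quantile normalization again (234), median centring (234), the filters at the median (284) and at the 25th percentile of row means (245), rows with 1 gene symbol (225), leaving out Ctnnb1OE-EC replicate 2 (223), and thresholds of 0.01 (68) and 0.1 (386). Of the settings added after the values were seen, the clock gene covariate gave 140 and the acinar gene covariate 191, both within 1.5 times, and they called 80 and 86 of the 121 matched genes of Table 1, of which limma called 97 without a covariate, while leaving out Ctnnb1OE-EC replicates 3 and 4 together gave 61.

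Of the 121 matched genes of Table 1, all had the direction and, within 1%, the fold change that the table gives, and limma called 97. Of the 24 that limma did not call with all samples, 14 were called in at least 1 setting and 10 in none. The methods' test called 4 of the 24, the trended and robust prior 7, array weights 2, the filter at the median of row means 8 and the filter at the 25th percentile 1. Table 1 calls all 121 significant, whereas the methods' test, run on the deposited values with adjustment over all rows, called 19 of them, with an adjusted p of at most 0.0892 for the rest. The paper's adjusted p was below that of the methods' test for all 121, with a median ratio of 0.517.

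Fig. 4C marks Dpp4, Cd34 and Apln as significant among its LSEC and CEC genes. By limma, Dpp4 had a log2 fold change of -0.33 with an adjusted p of 0.132, and it passed with the trended and robust prior (0.0357), while Cd34 and Apln passed in every setting. Lyve1, Wnt2, Hgf and Bmp6, which Fig. 4C shows without a mark, were called by limma (adjusted p = 0.0178, 0.0127, 0.0229 and 0.0350) and not by the methods' test (adjusted p = 0.130, 0.104, 0.137 and 0.144). For Lyve1 and Wnt2 the call was lost without Ctnnb1WT replicate 4 (adjusted p = 0.0697 and 0.0544) or Ctnnb1OE-EC replicate 3 (0.0712 and 0.0503). The call of Hgf was lost without Ctnnb1WT replicate 1 (0.0804) or 4 (0.0697) or Ctnnb1OE-EC replicate 1 (0.0518), 3 (0.0876) or 4 (0.0663), and that of Bmp6 without each single sample except Ctnnb1OE-EC replicate 1 (0.0710 to 0.116). By other assays the paper finds LYVE1 significantly lower, by immunofluorescence of liver sections and by PCR of isolated LSECs, and Wnt2 significantly lower by in situ hybridization. On tissue sections the paper finds Hgf not significantly altered by in situ hybridization, which is another assay, and on the arrays Hgf had a log2 fold change of -1.35 in isolated LSECs.

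The paper places cholesterol homeostasis among the most regulated hallmark sets (Fig. 4A). The 20 cholesterol synthesis genes of the list used here, which is another list, had an adjusted p of 0.224 upward, and passed without Ctnnb1WT replicate 4 (0.0280), without Ctnnb1OE-EC replicate 4 (0.0166) or, in a setting chosen after the values were seen, without Ctnnb1OE-EC replicates 3 and 4 together (0.0329), while the direction turned without Ctnnb1WT replicate 3 (0.994). The paper's legend of Fig. 4 and the titles in its panels D and E name the LSEC and CEC sets in opposite order. Only the panel letters differ. The legend gives a negative enrichment score for the LSEC set and a positive one for the CEC set, the same directions as here, LSEC markers down and CEC markers up.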

Other observations

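The tests of the adrenal cortex genes, the dissociation stress genes, the shift of a whole array and the acinar genes, and leaving out Ctnnb1OE-EC replicates 3 and 4 together, were chosen after the values were seen.

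Among the angiocrine factors of the liver endothelium, Ccn2 changed besides the genes in the results. Ccn2, a matricellular protein, rose from a mean log2 value of 7.75 ± 0.51 (SD, n = 4) in Ctnnb1WT to 10.14 ± 0.62 (SD, n = 4) in Ctnnb1OE-EC LSECs, a log2 fold change of 2.39 (SE 0.33, adjusted p = 0.0127 from limma), and its call was lost without Ctnnb1OE-EC replicates 3 and 4 together (0.0933) and by the methods' test (0.115). Of 19 angiocrine factors, Ccn2 rose and Wnt2, Hgf and Bmp6 fell, which is 1 higher and 3 lower over all rows and 1 higher and 5 lower adjusted over the list alone. The list as a whole was not shifted (median log2 fold change -0.17, adjusted p = 0.179). The calls of Wnt2, Hgf and Bmp6 were lost without some single samples (without Ctnnb1OE-EC replicate 3, adjusted p = 0.0503, 0.0876 and 0.116, and without Ctnnb1WT replicate 4, 0.0544, 0.0697 and 0.0710). Hgf also lost its call without Ctnnb1WT replicate 1 (0.0804) and Ctnnb1OE-EC replicates 1 and 4 (0.0518 and 0.0663), and Bmp6 without Ctnnb1WT replicates 1, 2 and 3 (0.113, 0.0962 and 0.0927) and Ctnnb1OE-EC replicates 2 and 4 (0.0777 and 0.0765).

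Of 8 genes of central vein endothelium, Selp rose and Wnt2 fell, 7 had a lower mean, and 1 was higher and 4 lower adjusted over the list alone. Cdh13, an adhesion molecule, had a log2 fold change of -0.79 (adjusted p = 0.238). The list was shifted down (median log2 fold change -0.75, adjusted p = 0.0333, and adjusted p = 0.515 with an estimated correlation), and it did not pass without Ctnnb1WT replicate 3 (0.113) or 4 (0.131) or Ctnnb1OE-EC replicate 2 (0.0706), 3 (0.0614) or 4 (0.0575), nor with array weights (0.0596), the filters at the median (0.0863) or the 25th percentile of row means (0.0511), fgsea (0.272), fry (0.356), the clock covariate (0.134) or without Ctnnb1OE-EC replicates 3 and 4 together (0.0943). Of 20 lipid handling genes, Apln, a gene of Table 1 that the study chose on these samples, was the 1 to pass, 2 were higher adjusted over the list alone, and the list did not pass (median 0.03, adjusted p = 0.258), but it passed upward by camera on the log2 fold changes (2.08e-06). Angptl4, an inhibitor of lipoprotein lipase, had a log2 fold change of 3.14 (adjusted p = 0.142, and 0.0287 without Ctnnb1OE-EC replicate 1) from a Ctnnb1WT mean of 4.19, below the array median, so its fold is uncertain, and Plvap, a protein of the diaphragm of fenestrae, had -0.49 (adjusted p = 0.263). Of 11 arterial genes none passed limma's test over all rows (2 higher and 1 lower at an unadjusted p under 0.05, 1 lower adjusted over the list alone, 0 by the methods' test), with a median of 0.06 and an adjusted p of 0.873 upward, where fry gives the direction as down. Of 5 lymphatic genes, Lyve1 fell, and 1 was higher and 1 lower adjusted over the list alone, with a median log2 fold change of 0.14, a mean of -0.01 and a test in the direction down (adjusted p = 0.790).

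Of the genes that the paper examined by staining, in situ hybridization or PCR, the following did not pass limma's test in the array data of isolated LSECs with all samples. Bmp2 had a log2 fold change of -0.58 (adjusted p = 0.0769, and 0.0280 with the trended and robust prior), Wnt9b -1.02 (0.238), Gata4 -0.06 (0.903) and Pdgfb -0.09 (0.949). Stab1 had -0.30 (0.406), Stab2 -0.11 (0.784), Fcgr2b, which encodes CD32b, 0.05 (0.863), Emcn -0.25 (0.357), Pecam1, which encodes CD31, -0.07 (0.794), and Cldn5 -0.13 (0.762). Kdr, which encodes VEGFR2, had -0.04 (0.905), Cav1 0.14 (0.884), Icam1 -0.17 (0.581), Vcam1 0.65 (0.330) and Cdh5, which encodes VE-cadherin, -0.02 (0.967). Mki67 had 0.73 (0.375), whereas the paper finds its protein Ki67 significantly increased in endothelial cells of liver sections, a measure of protein by another assay. The direction turned for Gata4 without Ctnnb1OE-EC replicate 4 (log2 fold change 0.02), for Pdgfb without Ctnnb1WT replicate 2 (0.01) or Ctnnb1OE-EC replicate 1 (0.04) or 2 (0.10), for Cav1 without Ctnnb1OE-EC replicate 3 (-0.02) and for Cdh5 without Ctnnb1OE-EC replicate 1 (0.00) or 4 (0.06).

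None of the markers of other cell types passed limma's test alone, over all rows or adjusted over the list alone, and 0 passed by the methods' test. At an unadjusted p under 0.05, 1 of 15 hepatocyte markers and 1 of 10 stellate cell markers was lower, 2 of the neutrophil and monocyte markers were higher, and the other 5 lists had 0. All 15 hepatocyte markers had a lower mean in Ctnnb1OE-EC (median log2 fold change -0.39, adjusted p = 0.127), Cyp2e1, a cytochrome P450, with -1.24 (adjusted p = 0.647), but their mean relative to Ctnnb1WT went from -1.79 and -1.04 in Ctnnb1OE-EC replicates 3 and 4 to 1.21 in replicate 1, and the list passed without Ctnnb1OE-EC replicate 1 (3.42e-05) or Ctnnb1WT replicate 2 (0.0109) or 3 (0.0282) or by camera on the log2 fold changes (3.25e-08) and turned its direction without Ctnnb1OE-EC replicate 3 (0.979). The median log2 fold change was -0.16 for 12 Kupffer cell markers (adjusted p = 0.637, 0.0281 without Ctnnb1WT replicate 3, and turned in direction without Ctnnb1WT replicate 1, 0.448, or Ctnnb1OE-EC replicate 2, 0.140), 0.27 for the stellate cell markers (0.587, turned without Ctnnb1WT replicate 3, 0.152), 0.25 for 7 B cell markers (0.473, turned without Ctnnb1OE-EC replicate 1, 0.886), 0.13 for 9 T and NK cell markers (0.253, and 0.00702 without Ctnnb1OE-EC replicate 4), 0.11 for 8 erythroid and megakaryocyte markers (0.258) and 0.09 for 4 cholangiocyte markers (0.587, turned without Ctnnb1WT replicate 3, 0.567, or Ctnnb1OE-EC replicate 4, 0.865). By camera, the hepatocyte list also passed with the replicate block (adjusted p = 0.0313) and the clock covariate (0.0344). The Kupffer cell list passed with the clock covariate (0.0344) and without Ctnnb1OE-EC replicates 3 and 4 together (0.0437), as did the T and NK cell list without these samples (0.00145). Of 15 dissociation stress genes 12 had a higher mean, with a median of 0.41 (adjusted p = 0.0333, and adjusted p = 0.708 with an estimated correlation), Nr4a1 with 0.85 (adjusted p = 0.316). None of the 15 passed limma's test over all rows or adjusted over the list alone (1 higher at an unadjusted p under 0.05, 0 by the methods' test), and the list did not pass without Ctnnb1WT replicate 3 (0.196) or 4 (0.136) or Ctnnb1OE-EC replicate 3 (0.766) or 4 (0.0888), nor with array weights (0.0520), the filter at the median of row means (0.0726), fgsea (0.128), fry (0.700) or the acinar (0.0662) or clock covariate (0.196).

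In Ctnnb1OE-EC replicates 3 and 4 the hypoxia and tip cell genes were higher than in the other samples, and so were genes of the adrenal cortex, such as Star with log2 values of 8.32 and 7.79 against at most 5.40 elsewhere, neutrophil and monocyte markers (1.29 and 1.44) and smooth muscle genes (1.11 and 1.28), the last of which were as high in Ctnnb1WT replicate 2 (1.31). The lower of the 2 samples lay 1.64 above the highest of the other 6 in the mean of the adrenal cortex genes, so RNA of adrenal tissue taken along with the liver could go with the pattern, but it cannot be told apart from a change of the LSECs themselves, because no table here gives which cells hold the hypoxia and tip cell transcripts. Selection with CD146 beads is meant to remove adrenal cells other than endothelial ones, but the adrenal transcripts were present. Stress of the isolation cannot be told apart either, since the mean of the dissociation stress genes was highest in replicate 3 (1.34) but lay at -0.225 relative to the highest of the other 6 in replicate 4. A difference between livers of the same genotype stays open as untested. With both samples left out, the lists of hypoxia and tip cell genes did not pass (adjusted p = 0.404 and 0.705, the latter in the direction down).

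In Ctnnb1WT replicate 3, 11 Per and D-box clock genes had a mean of 1.64 relative to Ctnnb1WT, against -0.76 to -0.26 in the other samples, for example Per2 with a log2 value of 7.95 against at most 3.79. Arntl, which cycles in the opposite phase, lay at -3.74 relative to the other 3 controls while the clock genes lay 2.19 above, opposite directions that 1 shift of the whole array cannot give, and the sorted values of the samples differ by at most 0.00183, so that no such shift remains in the values, which argues against it. Of the 234 genes called with all samples, 129 stayed called without this sample, which argues against calls made by it alone. A different time of day of the isolation may be the reason, which the labels do not give, and no biological explanation was tested.

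Genes of pancreatic enzymes were high in Ctnnb1WT replicates 1 and 4 and Ctnnb1OE-EC replicate 1, with log2 values of Ctrb1 of 10.23, 10.35 and 10.37, lay at 8.75 in Ctnnb1OE-EC replicate 2, and at most 6.86 in the others. The 18 acinar genes moved together over the 8 samples (median correlation of a gene with the mean of the others 0.982, lowest 0.812), but RNA of pancreatic acinar cells carried along in part of the isolations cannot be told apart from another source by this, because the genes were chosen after the values were seen. The density gradient and the CD146 selection are meant to remove acinar cells and hepatocytes, but transcripts of both were present. Cyp2e1, a hepatocyte marker, had log2 values of 10.69 and 10.51 in Ctnnb1WT replicates 1 and 4 and 10.79 in Ctnnb1OE-EC replicate 1. The hepatocyte markers were high in the same 3 samples (means of 0.60, 0.89 and 1.21, against at most -0.14 in the others), so markers of another cell type moved with the acinar genes, and how far both came into the isolations by 1 route was not tested. With the mean of the acinar genes as a covariate, 178 of the 234 calls stayed, which argues against acinar RNA as the reason for the difference between the genotypes.

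The lists behind these patterns were written after the values of single samples were displayed, hold 0 genes of the 27 planned lists, and none of them passed the exact test between the genotypes. For the adrenal cortex genes this test cannot show that the genotypes were balanced. Their high values lie in Ctnnb1OE-EC replicates 3 and 4 (2.56 and 1.78) and in no Ctnnb1WT sample (at most 0.14). With so few dominating samples the size of p is largely set in advance. The adrenal genes were not used as a covariate. The difference between the list means was -0.44 for the 18 acinar genes (exact permutation test, two-sided, p = 0.657), 0.99 for the 8 adrenal cortex genes (p = 0.429), 0.50 for 10 smooth muscle genes (p = 0.457), which were highest in Ctnnb1WT replicate 2 (1.31) and Ctnnb1OE-EC replicates 3 (1.11) and 4 (1.28), and -0.56 for the 11 clock genes (p = 0.457). Genes that were also looked at and left out of these lists were Hlf, Bhlhe41, Npas2, Clock and Nfil3 for the clock, of which Hlf did not follow the others, Mylk, Des, Cspg4, Pdgfrb, Kcnj8, Abcc9, Rgs5, Notch3 and Higd1b for mural cells, and Cyp17a1, Fdx1 and Scarb1 for the adrenal cortex.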
